# Pluripotent stem cell–derived corneal endothelial cells as an alternative to donor corneal endothelium in keratoplasty

**DOI:** 10.1016/j.stemcr.2021.07.008

**Published:** 2021-08-05

**Authors:** Muhammad Ali, Shahid Y. Khan, John D. Gottsch, Eric K. Hutchinson, Aisha Khan, S. Amer Riazuddin

**Keywords:** corneal endothelium, hESC-derived corneal endothelial cells, cryopreserved corneal endothelial cells, keratoplasty

## Abstract

Here, we evaluate the efficacy of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) to form a functional monolayer of corneal endothelium (CE) in rabbits and monkeys. We injected cryopreserved hESC-derived CECs into the anterior chamber of rabbits and monkeys either immediately after mechanical scraping of the central CE or a few days later when corneal edema developed. All preclinical models developed deturgesced and clear corneas following the injection of cryopreserved hESC-derived CECs and remained comparable to the corneas of the untreated eye. Confocal scanning microscopy confirmed an intact structure of hexagonal/polygonal cells and immunohistochemical analysis illustrated a monolayer expressing barrier and pump function proteins in the regenerated CE. The necropsy examination confirmed no remarkable change in multiple tissues assessed for teratoma formation. In conclusion, our data demonstrate the efficacy of cryopreserved hESC-derived CECs to form a functional CE on the denuded Descemet's membrane.

## Highlights

• RNA-Seq confirmed similar transcriptomes of non-cryopreserved and cryopreserved hESC-derived CECs.
• All preclinical models developed clear corneas following the injection of cryopreserved hESC-derived CECs.
• The transparency of the regenerated corneas remained comparable to the corneas of the untreated eye.
• Necropsy examination confirmed no remarkable change and/or teratoma formation in all preclinical models.

## Introduction

The corneal endothelium (CE) is the innermost monolayer of the cornea and is composed of hexagonal/polygonal cells that maintain corneal transparency by mediating hydration through the barrier and pump functions (Bonanno, 2012). An adult CE is reported to have a corneal endothelial cell (CEC) density of approximately 2,500 cells per square millimeter (cells/mm^2^) and the physiological functioning of the CE may be substantially compromised below a CEC density of 500 cells/mm^2^, which can lead to corneal edema and vision loss (Tan et al., 2012).

Currently, the only treatment modality to restore corneal endothelial dysfunction mediated vision loss is human donor tissue–dependent surgical transplantation, whereas full and partial-thickness keratoplasty techniques have been effective in restoring vision in patients affected with corneal endothelial dystrophies. However, in many areas of the world, transplantable-grade donor CE is limited. A global survey of corneal transplant surgery reported a considerable shortage of corneal transplant tissue, with only one cornea available for every 70 patients in need (Gain et al., 2016).

CEC injection has received recent attention to address the worldwide shortage of transplantable-grade donor CE. A few preclinical studies have been reported in rabbit and monkey models to assess the technical efficacy of CEC-injection therapy (Okumura et al., 2016; Shen et al., 2017). Kinoshita and colleagues have reported the successful treatment of 11 patients suffering from bullous keratopathy and Fuchs endothelial corneal dystrophy by injecting cultured human CECs in combination with a rho-associated protein kinase (ROCK) inhibitor into the anterior chamber (Kinoshita et al., 2018).

Pluripotent stem cells have the potential to differentiate into several cell types including CECs. A number of investigators have reported the generation of CECs from human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs) (McCabe et al., 2015; Song et al., 2016; Wagoner et al., 2018; Zhao and Afshari, 2016). We previously reported the differentiation of peripheral blood mononuclear cell (PBMC)-originated, iPSCs to CECs that share a similar proteome profile with human CE (Ali et al., 2018a). We further confirmed that hESC- and iPSC-derived CECs have largely equivalent transcriptome profiles (Ali et al., 2018b).

Here, we examine the efficacy of xeno-free cryopreserved hESC-derived CECs as an alternative to donor corneal transplantation in animal models. We demonstrate that cryopreservation does not affect the viability and transcriptome profile of hESC-derived CECs. Cryopreserved hESC-derived CECs form a functional CE when injected into the anterior chamber of both rabbit and monkey corneal endothelial dysfunction models. A complete necropsy examination confirmed no abnormal pathology including teratomas in multiple tissues. To the best of our knowledge, this is the first report examining the efficacy of cryopreserved hESC-derived CECs as an alternative to donor corneal tissue to restore functional corneal integrity and clarity in animal models.

## Results

### Characterization of non-cryopreserved and cryopreserved hESC-derived CECs

We previously reported proteome profiling of PBMC-originated, iPSC-derived CECs, and comparative transcriptome analysis of hESC- and iPSC-derived CECs (Ali et al., 2018a, 2018b). We employed the same 20-day procedure to generate hESC-derived CECs under feeder- and xeno-free conditions. The morphological examination of hESC-derived CECs at day 20 exhibited a hexagonal/polygonal morphology (Figure S1). The examination of hESC-derived CECs for expression of zona-occludens-1 (ZO-1) by immunostaining illustrated expression of ZO-1 at cell boundaries (Figures 1A–1C) and confirmed the tightly packed layer of hESC-derived CECs generated under xeno-free conditions.

**Figure 1:**
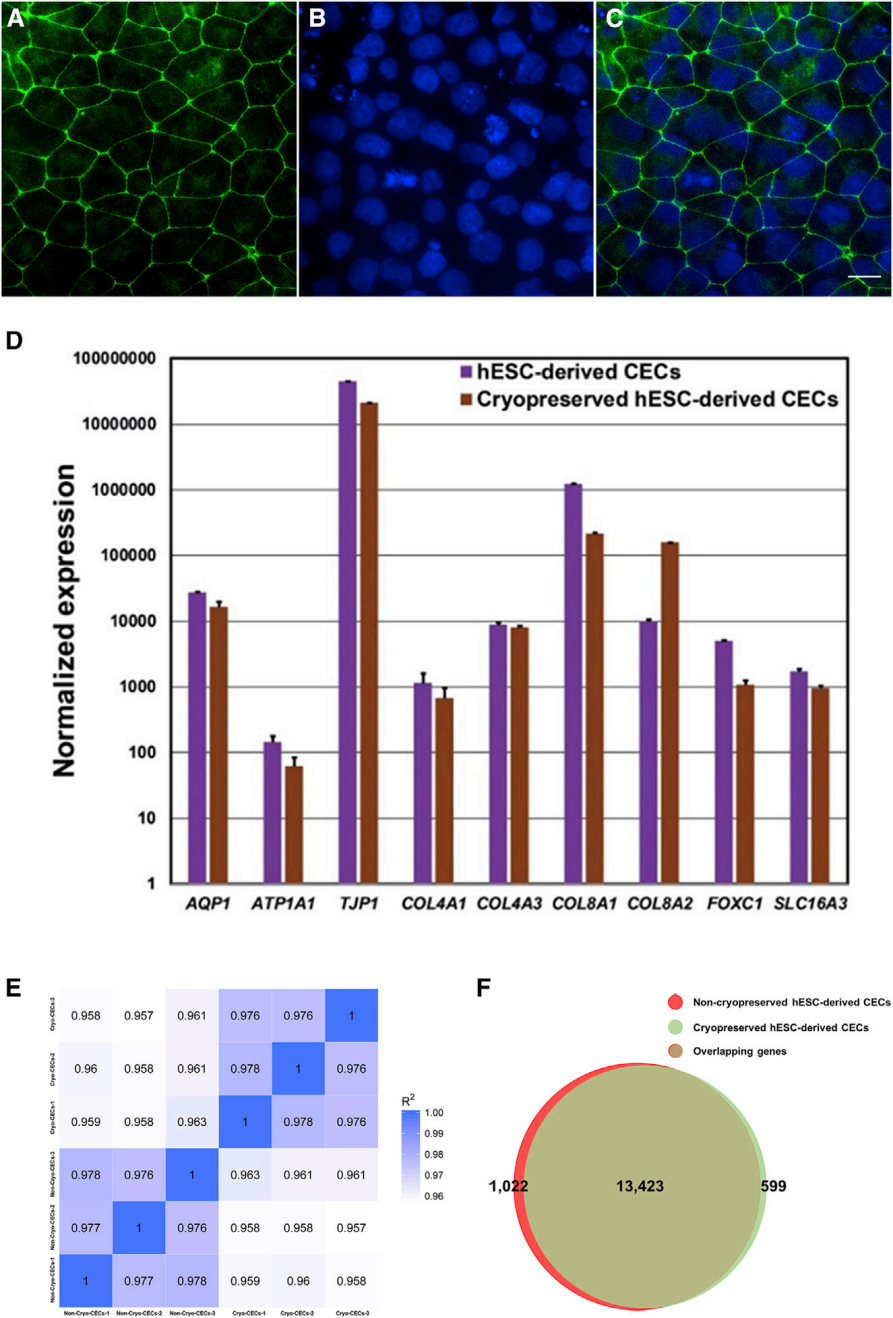
Characterization of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) (A–C) Immunostaining for zona occludens-1 (ZO-1; a tight-junction protein). Cell nuclei were counterstained with DAPI (4′,6-diamidine-2′-phenylindole dihydrochloride). Images were captured at ×60 magnification. Scale bar, 10 μm. (D) Quantitative real-time PCR of corneal endothelium (CE)-associated markers (*AQP1, ATP1A1, TJP1, COL4A1, COL4A3, COL8A1, COL8A2, FOXC1,* and *SLC16A3*) in cryopreserved and non-cryopreserved hESC-derived CECs. (E and F) Next-generation RNA sequencing of the non-cryopreserved and the cryopreserved hESC-derived CECs revealed a high correlation (Pearson coefficient = 0.975) among the datasets with 13,423 (>96%) genes shared in both transcriptomes. Note: Error bars represent standard deviation in each data set examined in four independent replicates.

To examine the possible effects of cryopreservation on hESC-derived CECs, we examined the expression profile of hESC-derived CEC pelleted cells stored at −80°C (termed non-cryopreserved hESC-derived CECs) and hESC-derived CECs cryostored in three distinct pools in liquid nitrogen for 40 days (termed cryopreserved hESC-derived CECs). We first performed quantitative real-time PCR (qRT-PCR) for CE-associated markers (*AQP1, ATP1A1, TJP1, COL4A1, COL4A3, COL8A1, COL8A2, FOXC1,* and *SLC16A3*) that suggested indistinguishable expression pattern in non-cryopreserved and cryopreserved hESC-derived CECs (Figure 1D).

We next performed a comparative analysis employing next-generation RNA sequencing (RNA-Seq) of the non-cryopreserved and the cryopreserved hESC-derived CECs. These analyses identified the expression (≥1 FPKM; fragments per kilobase per million mapped reads) of 14,445 and 14,022 genes in the non-cryopreserved and the cryopreserved hESC-derived CECs, respectively (Data S1 and S2) with a high correlation (Pearson coefficient = 0.975) (Figure 1E). 

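The RNA-Seq data comprised 3 libraries of non-cryopreserved hESC-derived CECs, taken at day 20 of differentiation and kept as pelleted cells at -80°C, and 3 libraries of hESC-derived CECs that had been cryopreserved in liquid nitrogen for 40 days. Both groups were generated from H9, an established line of human embryonic stem cells. Polyadenylated RNA was selected with oligo dT beads, so transcripts without a poly(A) tail are sparsely represented. The barcoded libraries were pooled and sequenced as paired-end reads on an Illumina HiSeq instrument. The sample labels attribute read assembly and alignment against GRCh38.p11 to SeqMan NGen and the calculation of FPKM to ArrayStar. The supplemental procedures attribute library preparation, sequencing, read mapping, quantification, differential expression analysis and correlations to a commercial provider, Novogene Corporation. The annotation release, the handling of fragments that fit more than 1 gene and any filter on the reads are not given in the sources used here, and no differentiation run or sequencing batch was found for any library. The authors deposited 1 table of FPKM values per group, each with 58676 entries that carry a gene symbol, a description and a gene type. The tables were joined on these 3 fields, and 1709 entries per table whose fields were repeated were left out, which left 56967 genes. Within each library, low FPKM values were whole multiples of the value of a single fragment. This allowed the fragment counts and the total behind each library to be recovered, with 1 length per gene shared by both tables. Of the 37299 genes above 0 in at least 1 library, 99.97% gave whole fragment counts in every library, to within 0.004 fragments or the rounding of the values. The totals were 18373970, 16392078 and 19262940 fragments in the non-cryopreserved libraries (median 18373970) and 18347243, 20600556 and 17755859 in the cryopreserved libraries (median 18347243). The same lengths and the libraries' own totals accounted for the values of both tables, but a constant scaling of a table would be absorbed into its fitted totals. The recovered fragments of the joined genes summed to 99.49% to 99.54% of the total in every library of both tables. No separate scaling of either table was thus detected, and levels were compared between them as deposited. Beyond counting noise, pairs of libraries of the same group differed by a median chi-square of 1.97 to 2.7 times the chance value, and pairs from different groups by 8.07 to 9.87 times, so no library repeated another. Differences between the groups were tested with limma on log2(FPKM + 1) for the 14504 genes with at least 1 FPKM in at least 3 of the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A log2 change on this scale understates the change of genes with low FPKM. With 3 libraries per group, an exact permutation test of a single value cannot give a two-sided p below 0.1.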

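A gene was counted as expressed when the mean of the 3 libraries of a group was at least 1 FPKM. By this count, 14550 entries were expressed in the non-cryopreserved hESC-derived CECs and 14112 in the cryopreserved hESC-derived CECs. When each gene symbol was counted once, a count added after the values had been examined, the numbers were 14445 and 14022. Without each replicate in turn, the non-cryopreserved count ranged from 14531 to 14618 and the cryopreserved count from 14140 to 14144. Rescaling of the values to TPM moved the counts most, to 21423 and 20005, since the FPKM values of a library sum to less than its TPM values do. The Pearson correlation across the 56967 joined genes between the group means of log2(FPKM + 1) was 0.9876. Genes are not independent replicates, so no p-value was attached to it. Spearman's rho moved furthest from this value, to 0.9181. Between single libraries, r was 0.9889 to 0.9901 for the 6 pairs within a group and 0.9796 to 0.9821 for the 9 pairs between groups. As r squared, these were 0.978 to 0.9802 within a group and 0.9596 to 0.9645 between groups. Genes listed at 0 in all libraries raise such a correlation. Across the 14504 genes that passed the expression filter, r was 0.9854 to 0.9875 within a group and 0.9569 to 0.9615 between groups. On both gene sets, every pair within a group was more strongly correlated than every pair between groups.

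**Figure D1:**
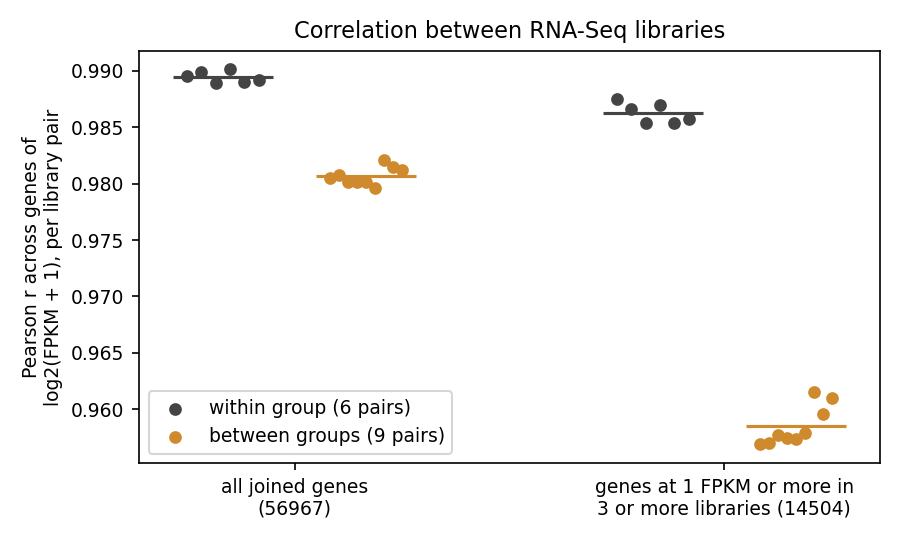
Pearson r across genes of log2(FPKM + 1) for each pair of RNA-Seq libraries (y axis), for all 56967 joined genes and for the 14504 genes at 1 FPKM or more in at least 3 libraries. Points are library pairs and horizontal lines are means, and the 6 pairs within a group lie above the 9 pairs between groups on both gene sets.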

Comparative analysis of the non-cryopreserved and cryopreserved hESC-derived CEC transcriptomes revealed 13,423 (>96%) genes shared in both transcriptomes (Figure 1F), which supports the notion that cryopreservation, at least up to 40 days in liquid nitrogen, does not affect the expression profile of hESC-derived CECs.

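Of the joined genes, 13399 had a mean of at least 1 FPKM in both groups, 1010 only in the non-cryopreserved hESC-derived CECs and 595 only in the cryopreserved hESC-derived CECs. The shared genes made up 95.75% of the genes expressed in the cryopreserved group, 92.99% of those expressed in the non-cryopreserved group and 89.3% of those expressed in either. Between single libraries, the shared genes were 89.12% to 89.57% of the union for pairs within a group and 85.52% to 86.39% for pairs between groups, so the overlap between groups was lower than between replicates. From the share of genes found in both transcriptomes, the paper proposes that cryopreservation, at least up to 40 days in liquid nitrogen, leaves the expression profile of hESC-derived CECs unaffected (Figure 1F). Most genes counted in a single group were close to the threshold. The genes counted in the non-cryopreserved group only had a median of 1.274 FPKM there and 0.716 FPKM in the cryopreserved group, and 91.2% of them were below 2 FPKM. Those counted in the cryopreserved group only had a median of 1.218 FPKM there and 0.755 FPKM in the other group, and 88.7% were below 2 FPKM. A difference of at least 2-fold between the group means was found for 490 (48.5%) of the former and 239 (40.2%) of the latter. These counts depended on the threshold, the unit and the genes included, and were 2449 and 1069 genes after rescaling to TPM and 406 and 199 for protein-coding genes only. Among the protein-coding genes counted in the non-cryopreserved group only, the highest means were those of CCNO, LMO2 and CPNE4. CCNO had 4.64 ± 0.171 FPKM (SD, n = 3) in the non-cryopreserved group and 0.615 ± 0.253 FPKM (SD, n = 3) in the cryopreserved group, LMO2 had 4.13 ± 0.313 and 0.967 ± 0.281 FPKM, and CPNE4 had 3.20 ± 0.165 and 0.946 ± 0.181 FPKM. Among those counted in the cryopreserved group only, POU5F1 and CRYBA2 were among the highest. POU5F1, a pluripotency gene with near-identical pseudogenes, on chromosome 6 of GRCh38 from 31164337 to 31180731, had 32, 20 and 25 fragments in the non-cryopreserved libraries and 1139, 1182 and 874 in the cryopreserved libraries. CRYBA2, a beta crystallin gene on chromosome 2 from 218990189 to 218993422, had 2, 3 and 0 fragments and 558, 594 and 457 fragments, respectively.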

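In the limma test, 6057 of the 14504 genes (41.8%) differed between the groups at an adjusted p below 0.05, of which 2437 were higher and 3620 were lower in the cryopreserved hESC-derived CECs. Most of these differences were small on the log2(FPKM + 1) scale, with a median size of 0.341. On that scale, 337 genes (2.3% of those tested) differed at least 2-fold, 123 higher and 214 lower. With limma's voom on the recovered fragment counts, an alternative added after the data had been examined, 6761 genes differed, 778 of them at least 2-fold. The paper describes 3 pools of cryopreserved cells and names biological replicates, without saying whether they came from separate differentiation runs. The p-values measure the spread between these libraries. A difference between differentiation runs cannot be told apart from cryopreservation. Chromosomal positions are those of GENCODE v44 on GRCh38. CE-associated markers of Figure 1D were examined in the same test. COL4A3, on chromosome 2 from 227164624 to 227314792, rose from 2.40 ± 0.0995 to 4.64 ± 0.325 FPKM (SD, n = 3 each), a log2 change of 0.73 (SE 0.063, adjusted p = 0.000189, limma). COL8A1, on chromosome 3 from 99638475 to 99799226, fell from 9.99 ± 0.35 to 7.50 ± 0.191 FPKM, a log2 change of -0.37 (SE 0.042, adjusted p = 0.00061, limma). FOXC1, on chromosome 6 from 1609915 to 1613897, fell from 3.25 ± 0.317 to 1.81 ± 0.0332 FPKM, a log2 change of -0.59 (SE 0.074, adjusted p = 0.000904, limma). For each of these 3 genes, the values of the groups did not overlap, and the call held without each replicate in turn. TJP1 (log2 change -0.14, adjusted p = 0.054), SLC16A3 (0.09, 0.079), AQP1 (0.24, 0.106) and COL4A1 (0.04, 0.494) did not pass the threshold of the same limma test. AQP1 passed it without cryopreserved replicate 3 (log2 change 0.345), and TJP1 without non-cryopreserved replicate 3 (-0.18). COL8A2 had 0.734 ± 0.182 FPKM and 0.941 ± 0.168 FPKM, below the filter of the test. CDH2, which encodes N-cadherin, had a log2 change of 0.02 (adjusted p = 0.69, limma). GAPDH rose from 367 ± 12.5 to 403 ± 12.3 FPKM, a log2 change of 0.14 (SE 0.040, adjusted p = 0.0313, limma), a call that was lost in each leave-one-out fit except the one without non-cryopreserved replicate 3.

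**Figure D2:**
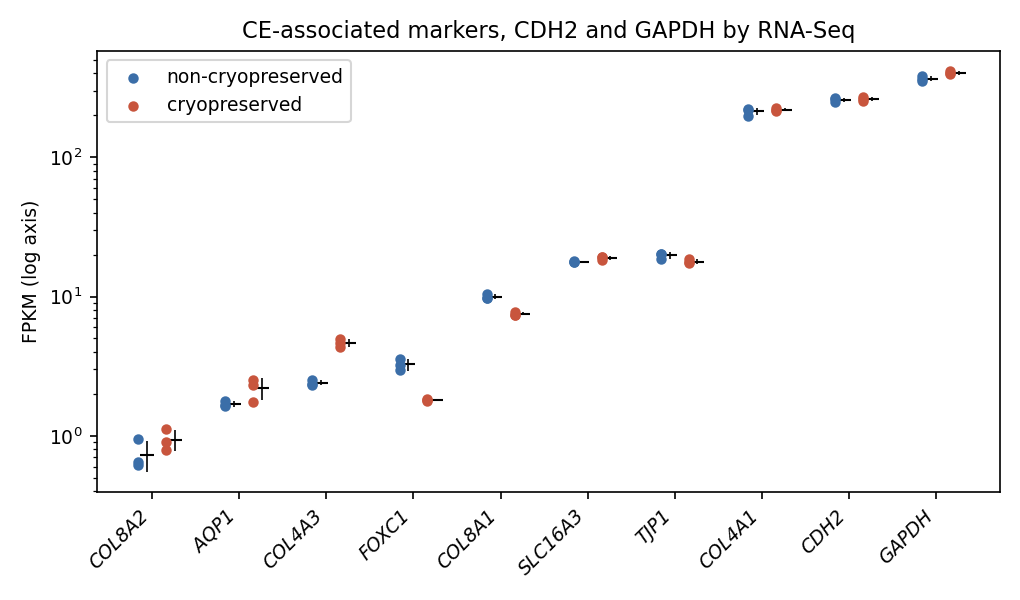
FPKM (log axis) of CE-associated markers, CDH2 and GAPDH in each RNA-Seq library. Points are the 3 libraries of each group and black bars are the mean and SD, and the groups do not overlap for COL4A3, COL8A1 and FOXC1, which differed in the limma test.

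The protein-coding genes with the largest increases, among those with non-overlapping groups and a mean of at least 10 FPKM in the higher group, included CRYBA4, CRYBA1, CRYBB1 and CRYBA2. CRYBA4, on chromosome 22 from 26621963 to 26630669, rose from 8.34 ± 0.124 to 410.9 ± 40.4 FPKM (SD, n = 3 each), a log2 change of 5.46 (SE 0.069, adjusted p = 1.4e-07, limma). CRYBA1 and CRYBB1 had log2 changes of 5.11 and 4.63. The counting of fragments that fit more than 1 crystallin is not described, so values of single crystallins carry that limit. The log2 change of CRYBA2 was 4.26. The largest decreases were those of ACTC1, GRP, CXCL14, PI15 and NPPB. ACTC1, a cardiac actin gene on chromosome 15 from 34790107 to 34795589, fell from 304 ± 7.78 to 44.6 ± 6.81 FPKM, a log2 change of -2.75 (SE 0.095, adjusted p = 5.73e-06, limma). The log2 changes of the other 4 genes lay between -2.12 and -1.90. Among the most abundant transcripts, CRYAB rose from 735 ± 43.5 to 1654 ± 53.7 FPKM, LIM2 from 407 ± 13.0 to 1165 ± 38.5 FPKM and MT-CO1 from 8843 ± 488 to 15360 ± 460.0 FPKM, while SFRP2 fell from 2033 ± 42.3 to 1738 ± 34.1 FPKM (log2 change -0.23, adjusted p = 0.00456, limma). These 4 had been picked from the paper's Data S1 and S2 before the test, after their values there had been seen, so the choice was not blind.

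**Figure D3:**
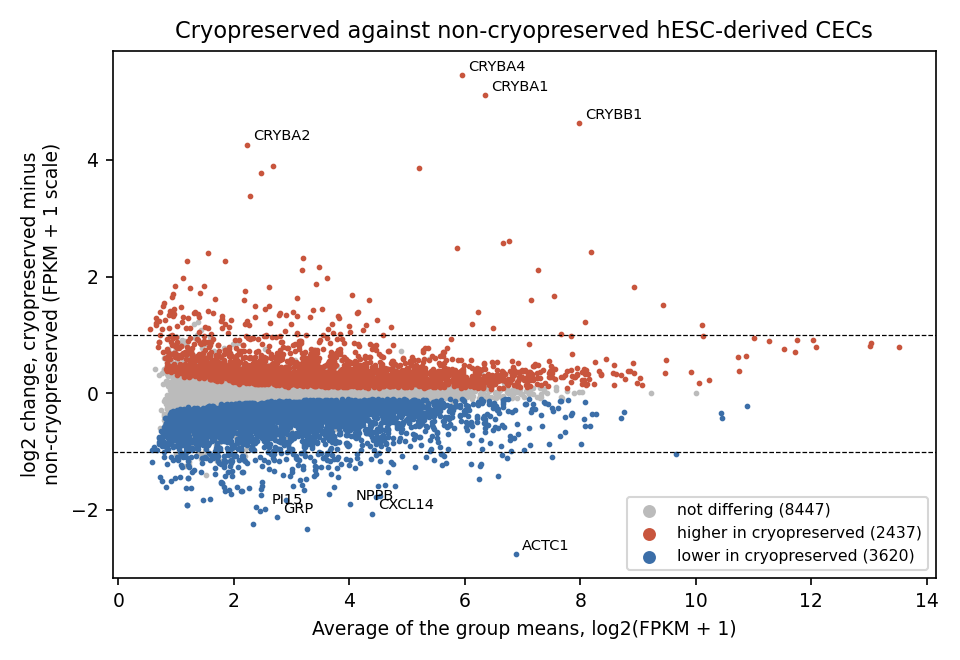
Log2 change (cryopreserved minus non-cryopreserved, log2(FPKM + 1) scale) of each of the 14504 tested genes against the average of the group means. Red and blue points are the 2437 genes higher and the 3620 genes lower in the cryopreserved group, dashed lines mark a 2-fold change, and labels name genes with large changes.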

### Injection of cryopreserved hESC-derived CECs

To examine the efficacy of cryopreserved hESC-derived CECs to form a functional CE in New Zealand white rabbits (*Oryctolagus cuniculus*) and rhesus monkeys (*Macaca mulatta*), we investigated four different preclinical models. These included (1) injection model in rabbits, (2) injury-injection model in rabbits, (3) injection model in monkeys, and (4) injury-injection model in monkeys. The two models in rabbits were developed by mechanical scraping of CE followed by injection of hESC-derived CECs either immediately after scraping of the CE (injection model in rabbits) or 4 days later when corneal edema had developed (injury-injection model in rabbits). Similar models in non-human primates were developed by mechanical scraping of CE in monkeys followed by injection of hESC-derived CECs either immediately after scraping of the CE (injection model in monkeys) or 2 days later when corneal edema had developed (injury-injection model in monkeys).

#### Injection model in rabbits

The model was developed by the mechanical scraping of CE from the Descemet's membrane (DM) using a silicon needle (please see experimental procedures for details). To investigate the extent of damage induced by mechanical scraping and to confirm that the scraped area is devoid of CECs, Calcein-AM staining was performed in control rabbits prior to the injection model. Staining confirmed that the scraped area was devoid of CECs after mechanical scraping of the CE (Figures S2A–S2D). We further examined the removal of CE and damage, if any, to the DM by hematoxylin and eosin (H&E) staining (in controls prior to the injection model in rabbits). The H&E staining confirmed that the scraped area was devoid of CECs with an intact DM following mechanical scraping of CE (Figures S2E–S2H).

Once we confirmed that mechanical scraping with the silicon needle removes CE and does not induce damage to the DM, we injected a total of 750,000 cryopreserved hESC-derived CECs supplemented with 100 μM of ROCK inhibitor in the anterior chamber of the right eye of three rabbits (R-1, R-2, and R-3) after mechanical scraping of the central CE while the left untreated eye served as a control. We monitored both eyes in all three rabbits for corneal thickness and transparency at constant intervals. In the initial days postinjection, the corneal thickness of the injected (right) eye increased 2–3 times compared with the untreated (left) eye accompanied by loss of corneal transparency in the injected eye. However, the edema resolved, and corneas attained transparency 14–21 days postinjection in all three rabbits (Figure 2).

**Figure 2:**
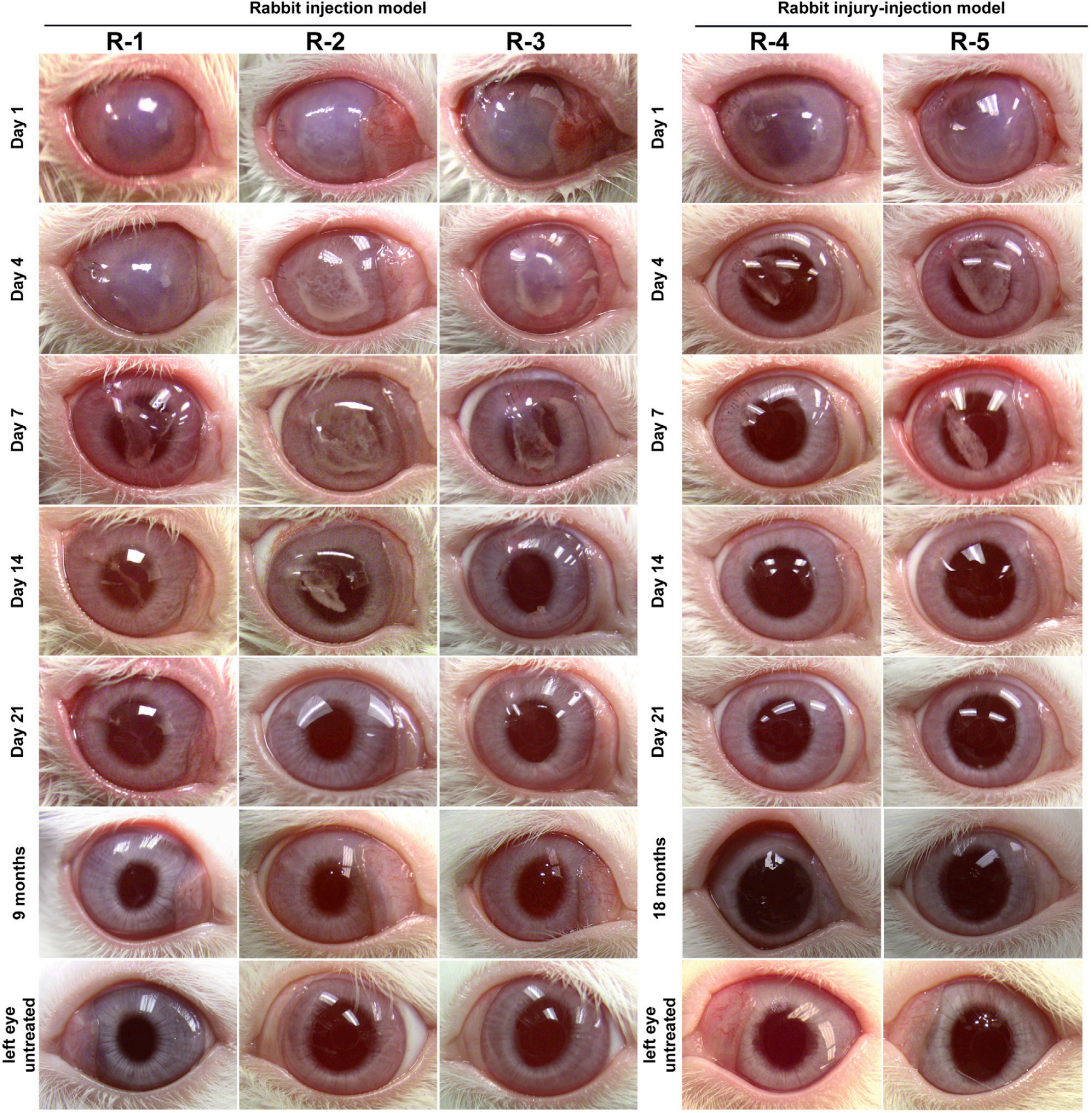
Illustration of corneal transparency after the injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in rabbits Representative images of cryopreserved hESC-derived CEC injected right eye on days 1, 4, 7, 14, and 21, and 9 months (R-1, R-2, and R-3) or 18 months (R-4 and R-5) and untreated left eyes. The three rabbits (R-1, R-2, and R-3) represent the injection model (hESC-derived CECs injected immediately after the removal of central corneal endothelium [CE]), and the two rabbits (R-4 and R-5) represent the injury-injection model (hESC-derived CECs injected 4 days after the removal of the central CE).

Confocal (confoscan4 scanning; Nidek Technologies, Albignasego PD, Italy) images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected rabbit corneas (Figure 3A). The CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable (±2%) at the 6- and 9-month postinjection time points (Figure 3B). Pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable (±20 μm) to the untreated (left) eye at the 6- and 9-month postinjection time points (Figure 3C). Intraocular pressure (IOP) of the injected (right) and untreated (left) eyes remained within 9–15 mm Hg in all three rabbits.

**Figure 3:**
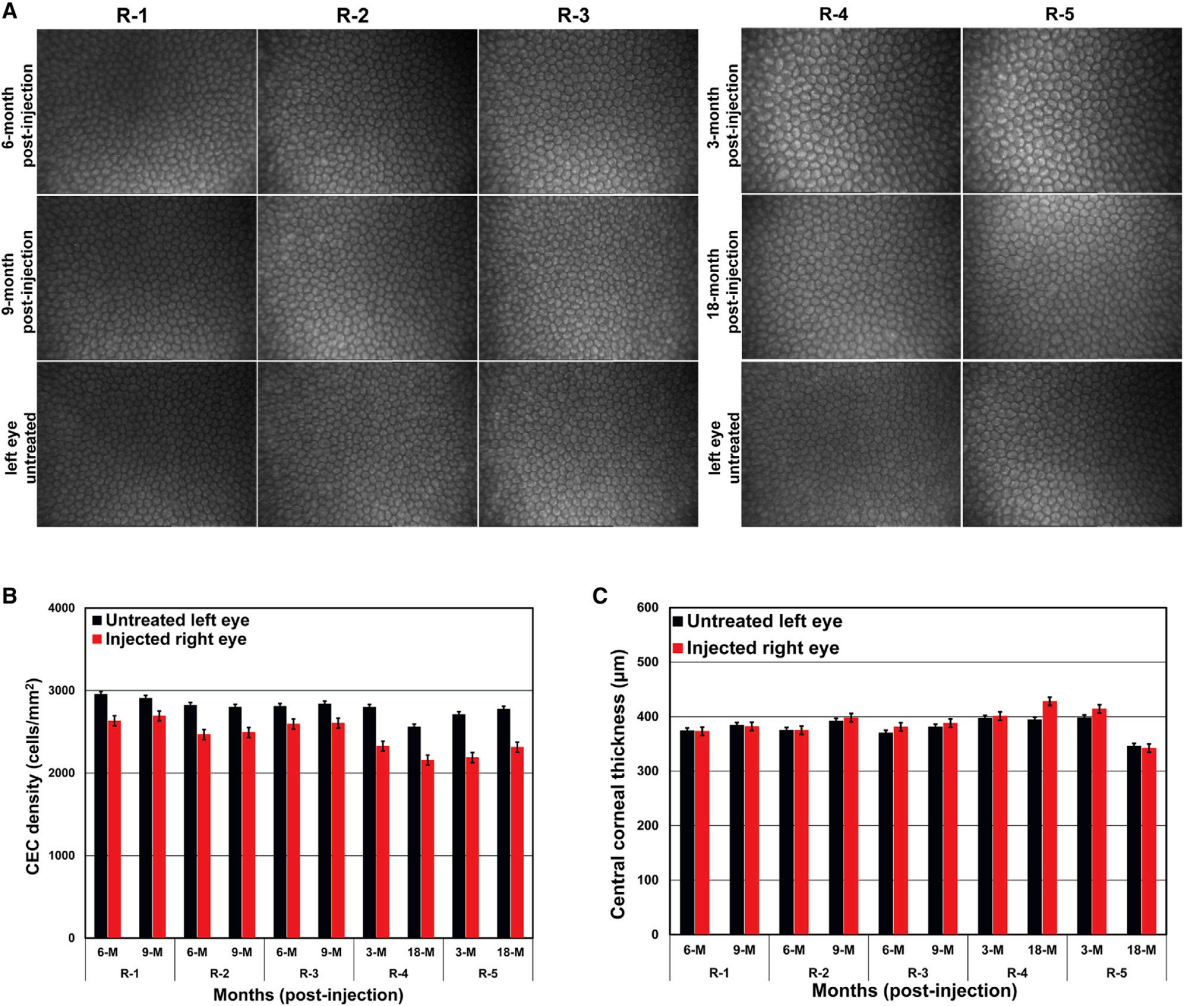
Evaluation of the regenerated corneal endothelium (CE) after injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in rabbits The three rabbits (R-1, R-2, and R-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central CE), and the two rabbits (R-4 and R-5) represent the injury-injection model (hESC-derived CECs injected 4 days after the removal of the central CE). (A) The CE of hESC-derived CEC-injected right eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection and of R-4 and R-5 at 3 and 18 months postinjection along with untreated left eyes were examined using a confoscan4 scanning microscope. (B) Illustration of the CEC density (cells/mm^2^) of hESC-derived CEC-injected right eyes and untreated left eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection, and of R-4 and R-5 at 3 and 18 months postinjection. (C) Demonstration of the central corneal thickness of hESC-derived CEC-injected right eyes and untreated left eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection, and of R-4 and R-5 at 3 and 18 months postinjection. Note: Error bars represent standard deviation in each data set examined in four independent replicates.

The H&E staining of cryopreserved hESC-derived CEC-injected rabbit corneas revealed an intact monolayer of tightly packed CECs that were adherent to the DM (Figure S3). The immunohistochemical (IHC) analysis of ZO-1, ATPase sodium/potassium subunit alpha1 (Na^+^/K^+^ ATPase α1), and N-cadherin illustrated a monolayer of cells expressing barrier and pump function proteins in the regenerated CE (Figure 4).

**Figure 4:**
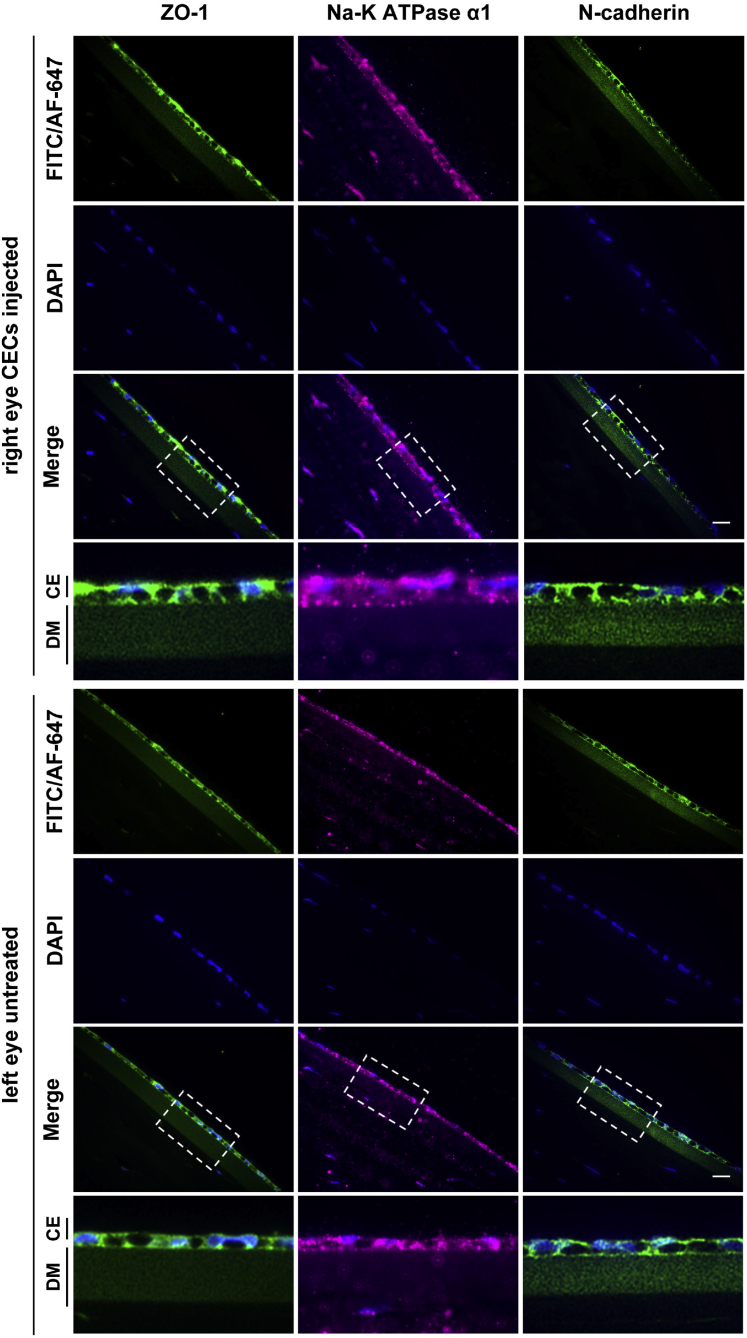
Immunohistochemical analysis of tight junction, pump function, and structural-integrity related proteins in the regenerated corneal endothelium (CE) in rabbits The analysis of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC)-injected right eye and untreated left eye of rabbit, R-2 representing the injection model (hESC-derived CECs injected immediately after the removal of central corneal endothelium) after euthanization 9 months postinjection. Immunostaining of zona-occludens-1 (ZO-1), ATPase sodium/potassium subunit alpha1 (Na^+^/K^+^ ATPase α1), and N-cadherin was performed as described in experimental procedures. Cell nuclei were counterstained with DAPI (4′,6-diamidine-2′-phenylindole dihydrochloride). The boxed areas are enlarged and shown in the panels below. Note: The images were captured at ×60 magnification. Scale bar, 10 μm.

It has been documented that rabbit CE has a proliferation ability as opposed to human CE (Van Horn et al., 1977). Although multiple studies have shown intracameral injection of cultured CECs into the anterior chamber of bullous keratopathy rabbit models result in regeneration of the CE (Peh et al., 2019; Shen et al., 2017), we sought evidence to confirm that a functional CE is only possible with the injection of CECs and not other cell types, including derivatives of CECs. We, therefore, prepared hESC-derived endothelial-mesenchymal transformed CECs (EnMT-CECs) by a procedure described by Yamashita et al. (2018). The morphology of the hESC-derived EnMT-CECs was confirmed by phase-contrast microscopy (Figures S4A and S4B). We cryopreserved the hESC-derived EnMT-CECs similar to the cryopreservation procedure adopted for the hESC-derived CECs and injected cryopreserved hESC-derived EnMT-CECs with 100 μM ROCK inhibitor in three rabbits (Rd-1, Rd-2, and Rd-3). The injected hESC-derived EnMT-CECs were unable to reverse the induced corneal edema 28 days postinjection (Figure S5). This is in sharp contrast to the corneas of cryopreserved hESC-derived CEC-injected eyes that attained transparency within three weeks postinjection (Figure 2). It is noteworthy that hESC-derived EnMT-CECs are generated from the hESC-derived CECs (please see the methods). Taken together, these data confirm that only hESC-derived CECs and not even derivatives of CECs injected into the anterior chamber can form a functional CE in the rabbit injection models.

#### Injury-injection model in rabbits

Next, we determined if the injection of cryopreserved hESC-derived CECs can form a functional monolayer of CE on an edematous cornea. We removed the CE as described above and housed the rabbits for 4 days while applying ointment (tobramycin and dexamethasone) three times a day to reduce infection and inflammation (according to protocols approved by the Animal Care and Use Committee [ACUC] of Johns Hopkins University School of Medicine). On day 4 post CE removal, we injected 750,000 cryopreserved hESC-derived CECs supplemented with 100 μM of ROCK inhibitor in the anterior chamber of the right eye of two rabbits (R-4 and R-5), i.e., injury-injection model in rabbits, and monitored the recovery and formation of injected CEC-derived functional CE. Similar to rabbits in the injection model, the corneal thickness of the injected (right) eye increased 2–3 times compared with the untreated (left) eye accompanied by loss of corneal transparency. However, the edema resolved, and corneas attained transparency 14–21 days postinjection in both rabbits (Figure 2).

Confocal images demonstrate an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected rabbit corneas (Figure 3A). Similar to rabbits in the injection model, the CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable (±2%) at the 3- and 18-month postinjection time points (Figure 3B). Likewise, pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable (±20 μm) to the untreated (left) eye at the 3- and 18-month postinjection time points (Figure 3C). IOP of the injected (right) and untreated (left) eyes remained within 9–15 mm Hg in both rabbits.

#### Injection model in monkeys

We next examined the efficacy of cryopreserved hESC-derived CECs to form a functional CE in non-human primates. We injected a total of 1 × 10^6^ cryopreserved hESC-derived CECs supplemented with 100 μM of ROCK inhibitor in the anterior chamber of the right eyes of three monkeys (M-1, M-2, and M-3) after mechanical scraping of the central CE while the untreated (left) eyes served as a control. Similar to the rabbit models, after the injection of the cryopreserved hESC-derived CECs, the corneal thickness of the injected (right) eye increased 2 to 3 times compared with the untreated (left) eye accompanied by loss of corneal transparency in the injected eye (Figure 5). The edema resolved and corneas attained transparency 7–8 days postinjection in all three monkeys (Figure 5).

**Figure 5:**
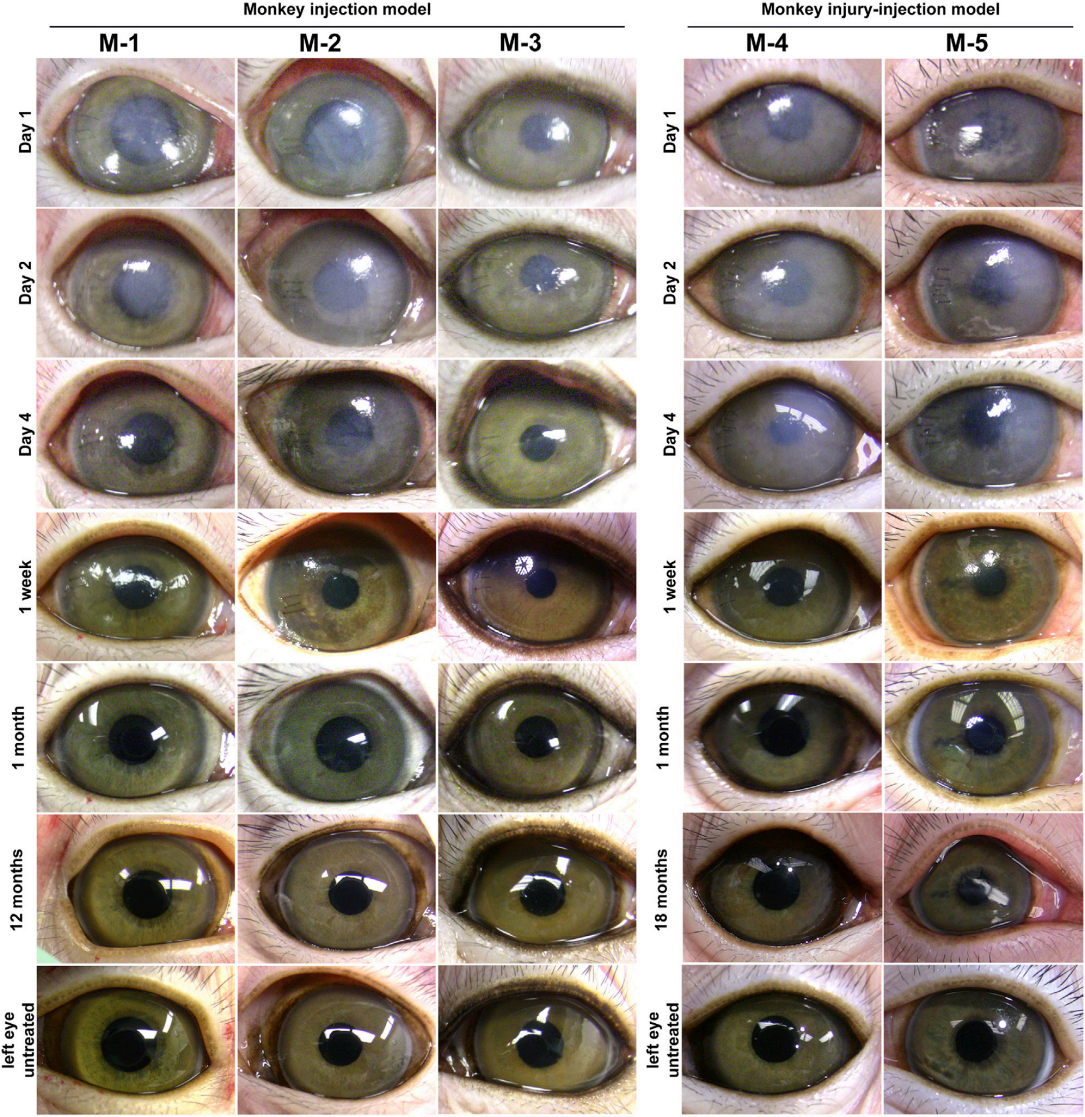
Illustration of corneal transparency after the injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in monkeys Representative images of cryopreserved hESC-derived CEC-injected right eyes on days 1, 2, and 4, and 1 week, 1 month, and 12 months (M-1, M-2, and M-3) or 18 months (M-4 and M-5) postinjection along with untreated left eyes. The three monkeys (M-1, M-2, and M-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium [CE]), and the two monkeys (M-4 and M-5) represent the injury-injection model (hESC-derived CECs injected 2 days after the removal of the central CE).

Confocal images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected monkey corneas (Figure 6A). The CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable (±2%) at the 6- and 12-month postinjection time points (Figure 6B). The pachymetry measurements confirmed that the central corneal thickness of the injected eye remained comparable (±20 μm) to the untreated (left) eye at the 6- and 12-month postinjection time points (Figure 6C). IOP of the injected (right) and untreated (left) eyes remained within 9–14 mm Hg in all three monkeys.

**Figure 6:**
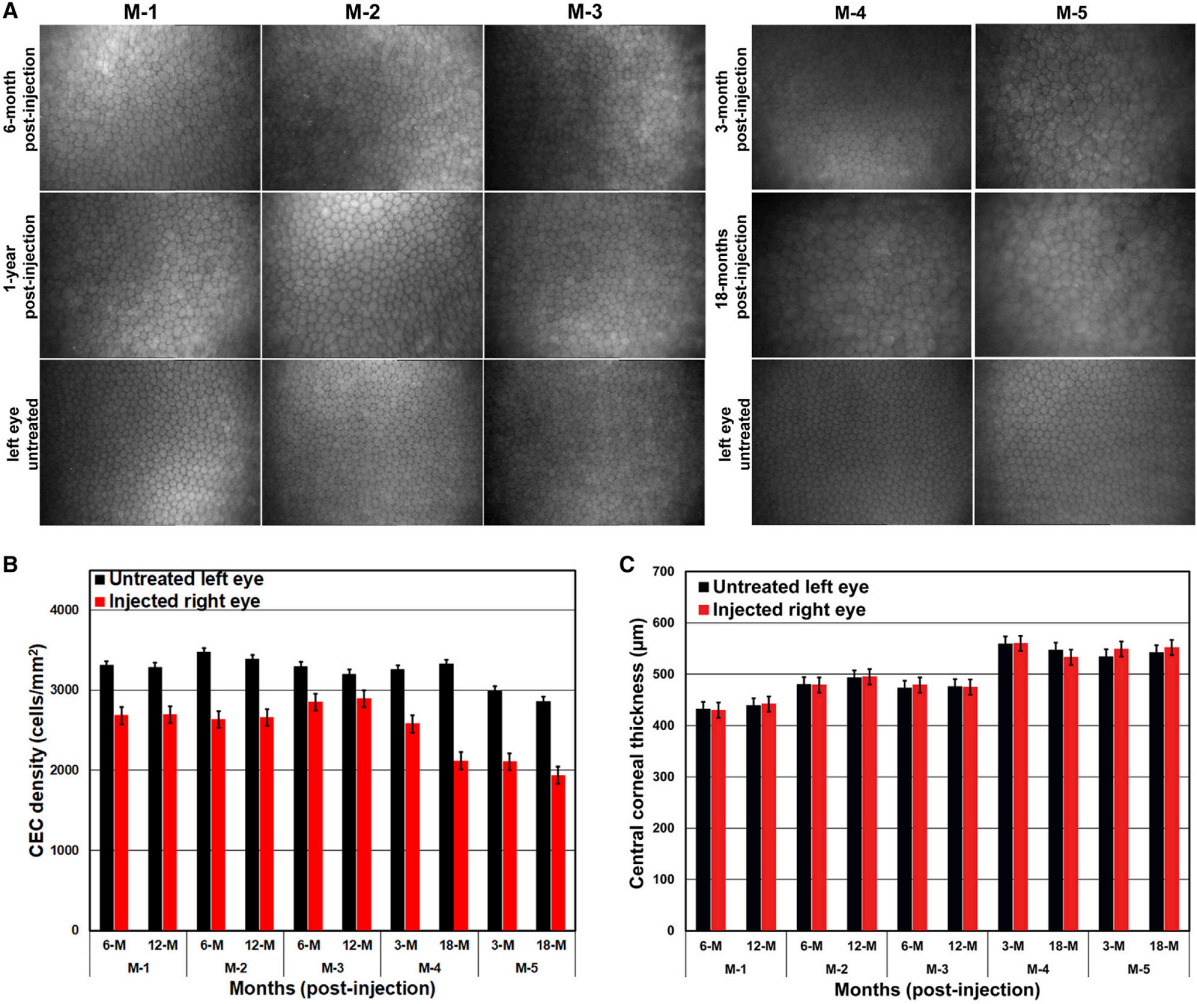
Evaluation of the regenerated corneal endothelium (CE) after injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in monkeys The three monkeys (M-1, M-2, and M-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central CE), and the two monkeys (M-4 and M-5) represent the injury-injection model (hESC-derived CECs injected 2 days after the removal of the central CE). (A) The CE of hESC-derived CEC-injected right eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection and of M-4 and M-5 at 3 and 18 months postinjection along with untreated left eyes was examined using a confoscan4 scanning microscope. (B) Illustration of the CEC density (cells/mm^2^) of hESC-derived CEC-injected right eyes and untreated left eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection, and of M-4 and M-5 at 3 and 18 months postinjection. (C) Demonstration of the central corneal thickness of hESC-derived CEC-injected right eyes and untreated left eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection, and of M-4 and M-5 at 3 and 18 months postinjection. Note: Error bars represent standard deviation in each data set examined in four independent replicates.

The H&E staining of cryopreserved hESC-derived CEC-injected monkey corneas demonstrated an intact monolayer of tightly packed CECs adherent to DM (Figure S6). Moreover, H&E staining showed that the thickness of hESC-derived CEC-injected corneas was similar to corneas in control (left) eyes (Figure S6). The IHC analysis of ZO-1, Na^+^/K^+^ ATPase α1, and N-cadherin illustrated a monolayer of cells expressing barrier and pump function proteins in the regenerated CE (Figure 7).

**Figure 7:**
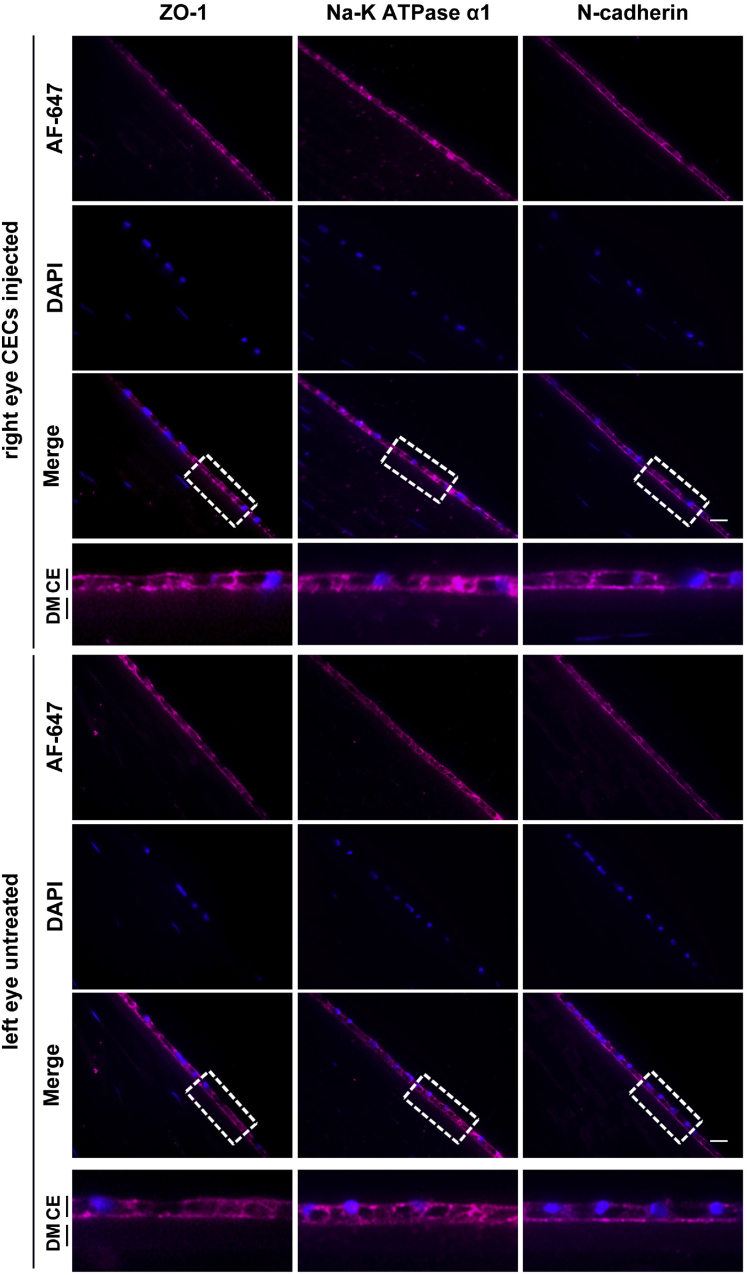
Immunohistochemical analysis of tight junction, pump function, and structural-integrity related proteins in the regenerated corneal endothelium (CE) in monkeys The analysis of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC)-injected right eye and untreated left eye of monkey, M-2 representing the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium) after euthanization 12 months postinjection. Immunostaining of zona-occludens-1 (ZO-1), ATPase sodium/potassium subunit alpha1 (Na^+^/K^+^ ATPase α1), and N-cadherin was performed as described in experimental procedures. Cell nuclei were counterstained with DAPI (4′,6-diamidine-2′-phenylindole dihydrochloride). The boxed areas are enlarged and shown in the panels below. Note: The images were captured at ×60 magnification. Scale bar, 10 μm.

#### Injury-injection model in monkeys

As above in rabbits, we asked if the injection of cryopreserved hESC-derived CECs can form a functional monolayer of CE on a swollen cornea mimicking corneal edema in monkeys. We removed CE as described above and housed the monkeys with denuded DM for 2 days while applying ointment (tobramycin and dexamethasone) every 24 h to prevent infection and inflammation according to the protocol approved by the ACUC of Johns Hopkins University School of Medicine. On day 2 after the removal of the central CE, we injected 1 × 10^6^ cryopreserved hESC-derived CECs supplemented with 100 μM of ROCK inhibitor in the anterior chamber of the right eyes of two monkeys (M-4 and M-5), and monitored the recovery and formation of a CEC-derived functional CE. Similar to monkeys in the injection model, the corneal thickness of the injected (right) eye increased 2 to 3 times compared with the untreated (left) eye accompanied by loss of corneal transparency. However, the edema resolved, and corneas attained transparency 7-8 days postinjection in both monkeys (Figure 5).

Confocal images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected monkey corneas (Figure 6A). The CEC density of the injected (right) eye was >70% of the CEC density of the untreated (left) eye, while the CEC density in the injected eyes of the injury-injection model monkeys is relatively lower compared with the injection model (>70% versus >80%), it remained stable (±6% and ±2% for M-4, and M-5, respectively) at the 3- and 18-month postinjection time points (Figure 6B). The pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable (±20 μm) to the untreated (left) eye at the 3- and 18-month postinjection time points (Figure 6C). IOP of the injected (right) and untreated (left) eyes remained within 9 to 14 mm Hg in both monkeys.

### IHC analysis of human-specific nucleoli

The data presented in Figure S5 confirm that only hESC-derived CECs and not even derivatives of CECs injected into the anterior chamber can form a functional CE in the rabbit injection model. We planned to perform a similar experiment in the monkey injection model; however, since we were not able to devise a strategy to administer ointment on the corneal endothelial injury-induced cornea in monkeys multiple times in a 24-h period without sedating the animal, we, therefore, did not perform hESC-derived EnMT-CEC injection in monkeys. To confirm the human origin of regenerated CE in monkeys, we performed immunostaining of human-specific nucleoli of formalin-fixed, paraffin-embedded sections of the injected right eye of the monkey injection model.

As shown in Figure S7, the IHC analysis of human-specific nucleoli demonstrates the human origin of CECs in the regenerated CE. It is worth noting that while the CE is regenerated by the injection of hESC-derived CECs, the corneal stroma consists of resident keratocytes. Importantly, the nuclei of these resident keratocytes (serving as an internal control) do not show immunoreactivity with the human-specific antibody. The IHC analysis confirms that the regenerated CE consists of hESC-derived CECs.

### Necropsy of cryopreserved hESC-derived CEC-injected animals

The use of pluripotent stem cells and/or pluripotent stem cell derivatives raises reasonable concerns about teratoma formation. To address these concerns in rabbit models, we performed a CBC (complete blood count) analysis and a necropsy examination of five rabbits including (R-1, R-2, and R-3) 9 months postinjection (injection model) and two rabbits (R-4 and R-5) 18 months postinjection (injury-injection model). All parameters examined during CBC analysis were within the normal physiological range. The necropsy examination of multiple tissues, including adrenal glands, gall bladder, brain, heart, kidneys, liver, lungs, optic nerves, pituitary glands, spleen, and urinary bladder, confirmed no abnormal pathology or teratomas observed in any of the five rabbits (Table S1).

To address the teratoma concerns in monkeys, we performed a CBC analysis of all five monkeys, and all parameters examined during analysis were within the normal physiological range. A necropsy examination of M-1, M-2 (12 months postinjection), M-3 (26 months postinjection), M-4, and M-5 (21 months postinjection) was completed examining multiple tissues, including adrenal glands, gall bladder, brain, heart, kidneys, liver, lungs, optic nerves, pituitary glands, spleen, and urinary bladder was completed. The outcome of the examination confirmed no abnormal pathology or teratomas observed in any of the five monkeys (Table S2).

## Discussion

Herein, we evaluate the efficacy of cryopreserved hESC-derived CECs to reconstitute a functional CE in rabbits and monkeys. We confirmed that cryopreservation does not affect the expression profile of hESC-derived CECs through next-generation RNA-Seq analysis. Next, we examined the potential of cryopreserved hESC-derived CECs to form a functional monolayer of CE in four different corneal endothelial dysfunction models in rabbits and monkeys. Our approach included an injection of 750,000 (in rabbits) and 1 × 10^6^ (in monkeys) cryopreserved hESC-derived CECs into the anterior chamber either immediately after mechanical scraping of the central CE or a few days later when corneal edema developed. The eyes (both the injected right and the untreated left eye that served as a control) of all animals were monitored postinjection for corneal transparency, corneal thickness, CE cell density, and CE cell shape. IHC analysis was performed on injected and untreated eyes of both rabbits and monkeys, and CBC analysis and a necropsy examination was completed for all preclinical models.

The corneas of the injected eyes attained transparency within three weeks postinjection in all preclinical models (Figures 2 and 5). Confocal scanning microscopy confirmed an intact layer of hexagonal/polygonal cells in the CE formed from the injected cryopreserved hESC-derived CECs (Figures 3 and 6). The CEC count in the injected eye was >80% of the CEC count of the untreated control eye for all preclinical models except for the two injury-injection model monkeys, i.e., M4, and M5 where the CEC count in the injected eye was ∼70% of the CEC count of the untreated control eye but remains stable 18 months postinjection (Figures 3 and 6). Pachymetry confirmed comparable (±20 μm) central corneal thickness of the injected and untreated eyes in all preclinical animal models (Figures 3 and 6). IHC analysis illustrated a monolayer of cells expressing barrier and pump function proteins in the regenerated CE (Figures 4 and 7). Finally, all parameters examined during the CBC analysis were within the normal physiological range and necropsy examination confirmed no remarkable change in multiple tissues examined for teratoma formation (Tables S1 and S2). Taken together, these data confirm that cryopreserved hESC-derived CECs can form a functional monolayer of CE on denuded DM even with corneal edema.

The CE maintains corneal transparency by mediating hydration through barrier and pump functions. The physiological functioning of the CE is substantially compromised with reduced CEC density resulting in corneal edema and loss of vision (Bonanno, 2012; Tan et al., 2012). In many areas around the world, there is a shortage of transplantable corneal tissue, which results in the inability to restore functional vision in countless patients affected with loss of vision due to corneal endothelial failure (Lehman et al., 2015; Mehta et al., 2008; Terry et al., 2008). Pluripotent stem cells, neural crest cells, skin-derived precursors, and corneal stromal stem cells, etc., have been explored for the possibility of providing functional CECs for the treatment of corneal endothelial dysfunction (Hatou et al., 2013; Ju et al., 2012; Shen et al., 2017; Song et al., 2016; Zhang et al., 2014).

Injection of cultured human CECs in combination with an ROCK inhibitor into the anterior chamber of the eye has been demonstrated to treat patients with corneal endothelial dystrophies including bullous keratopathy and Fuchs endothelial corneal dystrophy (Kinoshita et al., 2018). Kinoshita and colleagues injected human CECs that were cultured from donor corneas into the anterior chamber of the eye selected for treatment (Kinoshita et al., 2018). The authors confirm the CEC density exceeding 1,000 cells/mm^2^ accompanied by a decrease in corneal thickness and an improvement in best-corrected visual acuity in the majority of treated eyes.

Our approach of delivering CECs is similar to that described by Kinoshita and colleagues (2018). The use of cultured human CECs likely will not alleviate the need for donor corneas. We believe that pluripotent stem cell–derived CECs may be an alternative to providing adequate quantities of CE worldwide to allow treatment for corneal endothelial failure–mediated vision loss. Both hESCs and the anterior segment of the eye have been reported of possessing immune-privileged characteristics (Li et al., 2004; Taylor, 2009), which provide an unprecedented opportunity for the use of hESC derivatives in translational research. In line with published reports, we observed no immune rejection resulting from the injection of cryopreserved hESC-derived CECs either in the rabbits and/or the monkeys during the postinjection periods.

The use of pluripotent stem cells and/or pluripotent stem cell derivatives raises reasonable concerns about teratoma formation. It is worth noting that our differentiation protocol consists of an intermediate differentiation step, i.e., differentiation of hESCs to neural crest cells before differentiation to CECs, which reduces the chance of having undifferentiated hESC in aliquots of hESC-derived CECs. In line with the advantage of having an intermediate differentiation step, we only identified residual levels of undifferentiated hESCs at day 20 by qRT-PCR, which is consistent with the results of the necropsy examination that confirmed no remarkable change in multiple tissues examined for teratoma formation.

Finally, the fate of the hESC-derived CECs that do not settle on the denuded DM and persist within the anterior chamber remains elusive. Most likely these unsettled cells pass through the trabecular meshwork without blocking the aqueous humor drainage and into the systemic circulation. Furthermore, we cannot rule out the possibility that these unsettled cells find their way to other body organs; however, it is worth noting that the necropsy examination of multiple tissues confirmed no remarkable pathology. In short, the precise whereabouts of the unsettled injected CECs remains unknown, and we plan to investigate the fate of the unsettled CECs through labeled pluripotent stem cell–derived CECs in future studies.

In conclusion, our data demonstrate the efficacy of cryopreserved hESC-derived CECs to form a functional CE on denuded DM when injected into the anterior chamber of preclinical models. Moreover, our data provide evidence suggestive of the clinical utility of pluripotent stem cell–derived CECs as an alternative to human donor CE in keratoplasty that will help combat the shortage of transplantable-grade corneal tissue, which, in turn, will help to reduce vision loss from CEC dysfunction. To the best of our knowledge, this is the first report confirming the efficacy of cryopreserved hESC-derived CECs as an alternative to donor CE in keratoplasty in multiple preclinical animal models.

## Experimental procedures

### Culturing of hESCs

H9 hESCs (WiCell Research Institute, Madison, WI) were cultured in Essential8 (E8) medium (Thermo Fisher Scientific; Waltham, MA) on Vitronectin (Thermo Fisher Scientific) coated plates under xeno-free conditions. The cells were passaged using 0.5 mM EDTA (Thermo Fisher Scientific) every 4 to 5 days, and the culture medium was changed daily.

### Generation of hESC-derived CECs under xeno-free conditions

H9 hESCs were used to generate CECs under xeno-free conditions by modifying our published procedure (Ali et al., 2018a). Briefly, hESCs were seeded on 35 mm Vitronectin (Thermo Fisher Scientific) coated plates in 1:7 dilutions (85% confluent plate was split into seven plates) on day 0 using 0.5 mM EDTA (Thermo Fisher Scientific). The hESCs were grown for 4 days in E8 media. On day 4, E8 media was replaced with dual Smad inhibitors media containing 500 ng/mL recombinant human Noggin (R&D Systems, Minneapolis, MN) and 10 μM SB431542 (MilliporeSigma, Burlington, MA) in a basal media of 80% DMEM/F-12 (Thermo Fisher Scientific), 20% knockout serum replacement (KSR; Thermo Fisher Scientific), 1% nonessential amino acids (Thermo Fisher Scientific), 1 mM L-glutamine (Thermo Fisher Scientific), 0.1 mM β-mercaptoethanol (MilliporeSigma), and 8 ng/mL basic fibroblast growth factor (bFGF; R&D Systems).

On day 6, dual Smad inhibitor media was replaced by cornea medium containing 0.1× B27 supplement (Thermo Fisher Scientific), 10 ng/mL recombinant human platelet-derived growth factor-BB (PDGF-BB; PeproTech, Rocky Hill, NJ), and 10 ng/mL recombinant human Dickkopf related protein-2 (DKK-2; R&D Systems) in a basal media of 80% DMEM/F-12 (Thermo Fisher Scientific), 20% KSR (Thermo Fisher Scientific), 1% nonessential amino acids (Thermo Fisher Scientific), 1 mM L-glutamine (Thermo Fisher Scientific), 0.1 mM β-mercaptoethanol (MilliporeSigma), and 8 ng/mL bFGF (R&D Systems). On day 7, the differentiating CECs were transferred to new Vitronectin-coated plates (35 mm) and were grown in cornea medium for 13 additional days. The differentiated CECs at day 20 were characterized by phase-contrast microscopy, immunocytochemistry, qRT-PCR and next-generation RNA-Seq.

### Cryopreservation of hESC-derived CECs

The hESC-derived CECs were detached using cell dissociation buffer (Thermo Fisher Scientific) and cryopreserved in CryoStor cell cryopreservation media (MilliporeSigma). The cryopreserved hESC-derived CECs were stored in the liquid nitrogen for 3 to 6 weeks and used for qRT-PCR, RNA-Seq analysis, and injection in rabbits and monkeys. The hESC-derived CEC vials were removed from liquid nitrogen to prepare cells for the injection. The hESC-derived CECs were first washed with DMEM/F-12 medium supplemented with 20% KSR and washed twice with serum-free DMEM/F-12. The cell count was determined using an automated cell counter (Countess; Invitrogen). A total of 7.5 × 10^5^ cells were suspended in 200 μL of DMEM/F-12 medium supplemented with 100 μM Rock inhibitor Y-27632 for injection in rabbits, whereas 1.0 × 10^6^ cells were suspended in 250 μL of DMEM/F-12 medium supplemented with 100 μM Rock inhibitor Y-27632 for injection in monkeys.

### Generation of hESC-derived EnMT-CECs

The hESC-derived CECs were transformed into EnMT-CECs according to published protocol with brief modifications (Yamashita et al., 2018). To generate hESC-derived EnMT-CECs, the hESC-derived CECs at day 20 were reseeded on 35-mm Vitronectin-coated plates in 80% DMEM/F-12 (Thermo Fisher Scientific) supplemented with 20% KSR, 1% Insulin, Transferrin, Selenium solution (ITS-G; MilliporeSigma), 1 ng/mL transforming growth factor β1 (TGFβ1; R&D systems), 2 mM glutamate (Thermo Fisher Scientific), and 20 ng/mL of bFGF (R&D Systems). The culture medium was changed daily, the prospective hESC-derived EnMT-CECs were passaged until passage 4, characterized by phase-contrast microscopy and cryopreserved in CryoStor cell cryopreservation media.

### Institutional approvals and study design

Male and female New Zealand white rabbits 12 to 14 weeks old weighing 2.5 to 3.5 kg were purchased from Charles River Laboratories (Charles River Laboratories, Wilmington, MA) while the male rhesus monkeys, approximately 14 years old, weighing 11 to 14 kg were obtained from the Johns Hopkins Research Animal Resources (Baltimore, MD). The use of animals (rabbit and monkey) was approved by the ACUC of Johns Hopkins University School of Medicine consistent with the Association of Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research and all experiments were performed in accordance with the approved protocols.

In the rabbit study, rabbits were divided into two groups for injection of cryopreserved hESC-derived CECs. First, the injection model where cryopreserved hESC-derived CECs were injected immediately after the removal of the central CE (n = 3), and second, the injury-injection model where cryopreserved hESC-derived CECs were injected 4 days after the removal of the central CE (n = 2). In addition to the two groups, rabbits (n = 3) were injected with cryopreserved hESC-derived EnMT-CECs following the injection model, i.e., hESC-derived EnMT-CECs injected immediately after the removal of the central CE.

The monkeys were also divided into two groups for injection of cryopreserved hESC-derived CECs. First, the injection model where cryopreserved hESC-derived CECs were injected immediately after the removal of the central CE (n = 3), and second, the injury-injection model where cryopreserved hESC-derived CECs were injected 2 days after the removal of the central CE (n = 2).

### Injection model in rabbits

To inject cryopreserved hESC-derived CECs (injection model), rabbits were anesthetized using acepromazine (subcutaneous), dexmedetomidine (intramuscular), and ketamine (intramuscular). The rabbits were also given buprenorphine (subcutaneous), dexamethasone (intramuscular), and kenalog-40 (intramuscular) to inhibit pain, inflammation, and immunologic reaction. Tracheal intubation was performed to enable inhalation of isoflurane and oxygen mixture during the surgical procedure for sedation. Rabbits were also injected with lactated Ringer's solution at a rate of 15 mL per hour in the right ear using a 22-gauge catheter during the entire surgical procedure. Pupils were dilated using a 2.5% phenylephrine solution and 1% tropicamide solution and followed by the application of 0.5% proparacaine hydrochloride ophthalmic solution.

The central CE, consisting of 8-mm diameter was marked and a 1.6-mm incision was made at the temporal limbus. A 20-gauge silicone needle (Inami & Co., Ltd., Tokyo, Japan) was used to scrape resident CECs within the marked 8-mm central CE. It is noteworthy that while 8 mm of the central CE is targeted, it is difficult to avoid the removal of some CECs residing in the immediate proximity outside the marked CE. A 30-gauge cannula was used to irrigate the anterior chamber to remove the cell debris from the anterior chamber. A 28-gauge needle was employed to inject 7.5 × 10^5^ cryopreserved hESC-derived CECs in 200 μL of DMEM/F-12 medium supplemented with 100 μM of ROCK inhibitor Y-27632 into the anterior chamber. The incision was closed by three interrupted sutures (Nylon 10-0; Mani, Inc. Tochigi, Japan). The rabbits were then immediately placed in an eye-down position for 3 h to allow the injected cells to settle on denuded DM. After 3 h, the middle suture was removed, and the anterior chamber was washed twice with sterile balanced salt solution (BSS) to remove unsettled cells. Finally, the anterior chamber was reconstituted with BSS and the incision was closed using one interrupted suture (Nylon 10-0; Mani, Inc.).

Tobradex ophthalmic ointment was applied three times a day for 10 days postinjection. In the preliminary experiments, we confirmed that the DM remains intact, and the mechanically scraped area was devoid of cells on the DM by H&E and Calcein-AM staining, respectively.

### Clinical evaluation of rabbit eyes

The clinical evaluation of CEC-injected and untreated control eyes was performed by evaluating IOP, corneal thickness, and CEC density using Tono-Pen XL (iKiss, Scottsdale, AZ), ultrasonic pachymeter (Accutome Inc., Malvern, PA), and confoscan4 scanning microscope (Nidek Technologies), respectively at different time points. The images of the injected corneas were recorded for each time point.

### Histological evaluation of rabbit eyes

The injection model rabbits were euthanized by an intravenous injection of euthanasia solution 9 months postinjection while the cryopreserved hESC-derived EnMT-CEC-injected rabbits were euthanized 28 days postinjection. The injected and control eyes were removed, fixed in 10% formalin, and subjected to H&E staining and IHC analysis. H&E staining was completed by subjecting the sections to deparaffinization and hydration, followed by staining with hematoxylin and counterstaining with eosin, and finally dehydration and mounting.

IHC analysis was performed by subjecting the sections to deparaffinization, hydration, and antigen retrieval followed by blocking with 5% BSA (MilliporeSigma) for 45 min at room temperature. The sections were first incubated 1:300 ZO-1 (catalog # MABT339; MilliporeSigma), 1:100 Na^+^/K^+^ ATPase α1 (catalog # MA1-16731; Thermo Fisher Scientific), and 1:250 N-cadherin (catalog # 33–3900; Thermo Fisher Scientific) primary antibodies overnight at 4°C. The sections were next treated with 1:100 FITC-conjugated goat anti-mouse immunoglobulin (Ig)G (for ZO-1; catalog # AP124F; MilliporeSigma), 1:200 Alexa Fluor 647 donkey anti-mouse IgG (for Na^+^/K^+^ ATPase α1; catalog # A-31571; Thermo Fisher Scientific), and 1:100 FITC-conjugated goat anti-mouse IgG (for N-cadherin; catalog # AP124F; MilliporeSigma) secondary antibodies for 2 h at room temperature. The nuclei were counterstained with DAPI (4′,6-diamidine-2′-phenylindole dihydrochloride; MilliporeSigma).

A total of five random field images per section were captured for the injected area with at least two sections from each eye using a microscope (Olympus LX81; Olympus, Tokyo, Japan) equipped with software (Slidebook Software 3i; Denver, CO) and prepared using image editing software (Adobe Photoshop CS5; Adobe Systems, Inc., San Jose, CA).

### hESC-derived EnMT-CEC injection in rabbits

A total of 750,000 cryopreserved hESC-derived EnMT-CECs in 200 μL of DMEM/F-12 medium supplemented with 100 μM of ROCK inhibitor Y-27632 were injected following corneal endothelial injury according to the procedure described in the injection model in rabbits. The hESC-derived EnMT-CEC-injected rabbits were housed for 28 days postinjection and euthanized afterward.

### Injury-injection model in rabbits

The procedure for injecting the cryopreserved hESC-derived CECs in injury-injection model rabbits is similar to the procedure described above for the rabbit injection model with the exception that after removal of the central CE, the rabbits were housed for 4 days with topical application of Tobradex ophthalmic ointment three times a day. On day 4 postremoval of the central resident CECs, the sutures were removed, and cellular debris was scraped using the 20-gauge silicone needle followed by washing of the anterior chamber with sterile BSS and injection of 7.5 × 10^5^ cryopreserved hESC-derived CECs in 200 μL of DMEM/F-12 medium supplemented with 100 μM of ROCK inhibitor Y-27632 into the anterior chamber.

### Injection model in monkeys

To inject cryopreserved hESC-derived CECs (injection model), monkeys were sedated with ketamine and dexmedetomidine. Tracheal intubation was performed to enable inhalation of isoflurane and oxygen mixture during the surgical procedure for sedation. Pupils were dilated using a 2.5% phenylephrine solution and 1% tropicamide solution and followed by the application of 0.5% proparacaine hydrochloride ophthalmic solution.

The central CE consisting of 8-mm diameter was marked and a 1.6-mm incision was made at the temporal limbus. A 20-gauge silicone needle (Inami & Co., Ltd., Tokyo, Japan) was used to scrape resident CECs within the marked 8-mm central CE. As mentioned above, although 8 mm of the central CE is targeted, it is difficult to avoid the removal of some CECs residing in the immediate proximity outside the marked CE. A 30-gauge cannula was used to irrigate the anterior chamber to remove the cell debris from the anterior chamber. A 28-gauge needle was employed to inject 1.0 × 10^6^ cryopreserved hESC-derived CECs in 250 μL of DMEM/F-12 medium supplemented with 100 μM of ROCK inhibitor Y-27632 into the anterior chamber. The incision was closed by three interrupted sutures (Nylon 10-0; Mani, Inc., Tochigi, Japan). The animal was immediately placed in an eye-down position for 3 h to allow the injected cells to settle on denuded DM. After 3 h, the middle suture was removed, the anterior chamber was washed twice with sterile BSS to remove unsettled cells. Finally, the anterior chamber was reconstituted with BSS and the incision was closed using one interrupted suture (Nylon 10-0; Mani, Inc.).

Tobradex ophthalmic ointment and kenalog-40 (to inhibit inflammation and immunologic rejection) were administered every alternate day for 12 days postinjection using dexmedetomidine and ketamine sedatives.

### Clinical evaluation of monkey eyes

The clinical evaluation of the injected and control eyes was performed by evaluating IOP, corneal thickness, and CEC density using Tono-Pen XL (iKiss), ultrasonic pachymeter (Accutome Inc.), and confoscan4 scanning microscope (Nidek Technologies), respectively, at different time points. The images of the injected corneas were recorded for each time point.

### Histological evaluation of monkey eyes

Monkeys were sedated using dexmedetomidine and ketamine and euthanized by an intravenous injection of the euthanasia solution 12 months postinjection (or 26 months postinjection for M-3). The injected and control eyes were removed, fixed in 10% formalin, and subjected to H&E staining and IHC analysis. H&E staining was completed by subjecting the sections to deparaffinization and hydration, followed by staining with hematoxylin and counterstaining with eosin, and finally dehydration and mounting.

IHC analysis was performed by subjecting the sections to deparaffinization, hydration, and antigen retrieval followed by blocking with 5% BSA (MilliporeSigma) for 45 min at room temperature. The sections were first incubated 1:300 ZO-1 (catalog #MABT339; MilliporeSigma), 1:100 Na^+^/K^+^ ATPase α1 (catalog # MA1-16731; Thermo Fisher Scientific), and 1:250 N-cadherin (catalog # 33–3900; Thermo Fisher Scientific) primary antibodies overnight at 4°C. The sections were next treated with 1:200 Alexa Fluor 647 donkey anti-mouse IgG (catalog #A-31571; Thermo Fisher Scientific) for ZO-1, Na^+^/K^+^ ATPase α1, and N-cadherin secondary antibody for 2 h at room temperature. The nuclei were counterstained with DAPI.

In addition, to confirm the human origin of regenerated CE from injected cryopreserved hESC-derived CECs into the monkey eye, the sections were first incubated with 1:200 human-specific nucleoli (catalog #ab190710; Abcam) primary antibody overnight at 4°C and subsequently treated with 1:200 Alexa Fluor 647 goat anti-mouse IgG (catalog #ab150115; Abcam) secondary antibody for 2 h at room temperature while rest of the IHC procedure followed was similar to described above. Imaging of regenerated CE from injected hESC-derived CECs was performed using a microscope (Zeiss LSM710; Carl Zeiss, Jena, Germany).

A total of five random field images per section were captured for the injected area with at least two sections from each eye and prepared using image editing software (Adobe Photoshop CS5; Adobe Systems, Inc., San Jose, CA).

### Injury-injection model in monkeys

To inject cryopreserved hESC-derived CECs (injury-injection model), following the removal of 8-mm central resident CECs, using a 20-gauge silicone needle (as performed above in the injection model), the anterior chamber was reconstituted with sterile BSS and the incision was closed using 10-0 Nylon suture (Mani, Inc.). The procedure for injecting the cryopreserved hESC-derived CECs in injury-injection model monkeys is similar to the procedure described above for the monkey injection model with the exception that after removal of the central CE, the monkeys were housed for 2 days with the topical application of Tobradex ophthalmic ointment after every 24 h. On day 2 postremoval of the central CECs, the sutures were removed, and cellular debris was removed using the 20-gauge silicone needle followed by washing of the anterior chamber with sterile BSS and injection of 1.0 × 10^6^ cryopreserved hESC-derived CECs in 250 μL of DMEM/F-12 medium supplemented with 100 μM of ROCK inhibitor Y-27632 into the anterior chamber.

### Necropsy and CBC examination

The injection model rabbits were housed for 9 months and the injury-injection model rabbits were housed 18 months postinjection before they were euthanized. The injection model monkeys were housed for 12 months (except for M3 that was housed for 26 months) and injury-injection model monkeys were housed for 21 months postinjection prior to euthanization. Both rabbits and monkeys were subjected to a CBC analysis and necropsy examination. The tissues examined included adrenal glands, brain, femur with bone marrow, gall bladder, heart, kidneys, liver, lungs, optic nerves, pituitary glands, spleen, and urinary bladder.

### Data and code availability

Next-generation RNA-Seq data reported in this manuscript are accessible through GEO accession number GSE173692.

## Author contributions

M.A. and S.A.R. conceived and designed the experiments; M.A., S.Y.K., A.K., and S.A.R. were involved in culturing of pluripotent stem cells and differentiation to CECs; M.A. and S.A.R. contributed to the cryopreservation of CECs and preparation of CEC injection; M.A., S.Y.K., E.K.H., and S.A.R. contributed to the writing of the protocols for the use of animals in vision research; M.A., S.Y.K., and S.A.R. are personnel included on the rabbit and monkey protocols; M.A., S.Y.K., and S.A.R. performed surgical and clinical procedures including corneal endothelium scraping, and CEC injection; M.A., S.Y.K., and S.A.R. performed postinjection treatments and ascertained postinjection clinical data; M.A., S.Y.K., and S.A.R. completed histology and immunohistochemical examination; M.A., S.Y.K., J.D.G., and S.A.R. completed the clinical assessments; M.A., S.Y.K., J.D.G., E.K.H., A.K., and S.A.R. contributed to the writing of the manuscript.

# Supplementary material for: Pluripotent stem cell–derived corneal endothelial cells as an alternative to donor corneal endothelium in keratoplasty
**Source:** Stem Cell Reports. 2021 Aug 5;16(9):2320–35. doi: 10.1016/j.stemcr.2021.07.008
**Supplement:** Document S1. Supplemental experimental procedures, Figures S1–S7, and Tables S1 and S2

**Stem Cell Reports, Volume 16**

## **Supplemental Information**

### **Pluripotent stem cell–derived corneal endothelial cells as an alternative to donor corneal endothelium in keratoplasty**

**Muhammad Ali, Shahid Y. Khan, John D. Gottsch, Eric K. Hutchinson, Aisha Khan, and S. Amer Riazuddin**

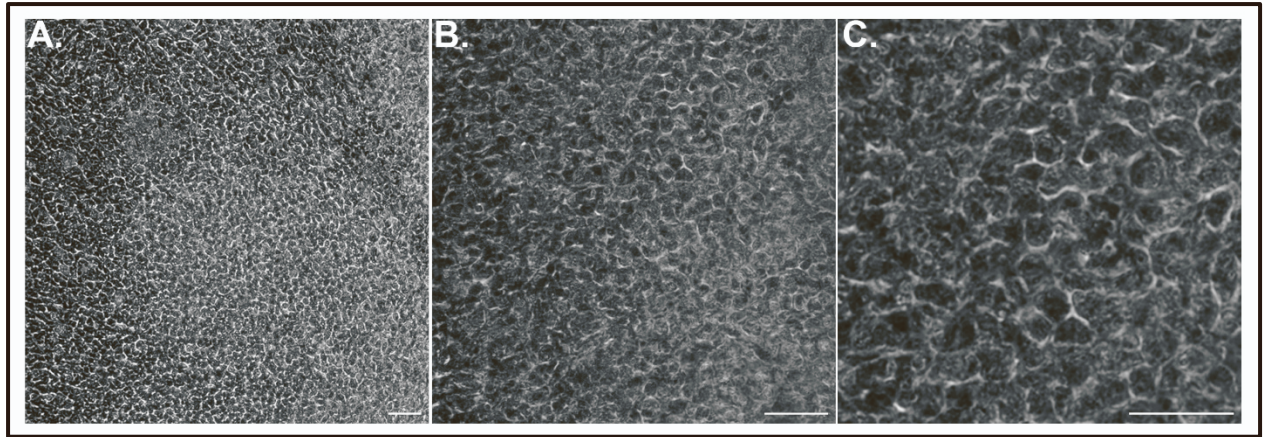

**Supplementary Figure 1. Phase-contrast microscopy of human embryonic stem cell-derived corneal endothelial cells**

The images of cells at differentiation day 20 are captured at (A) 10x, (B) 20x, and (C) 40x magnifications. Scale bars, 50  $\mu\text{m}$ .

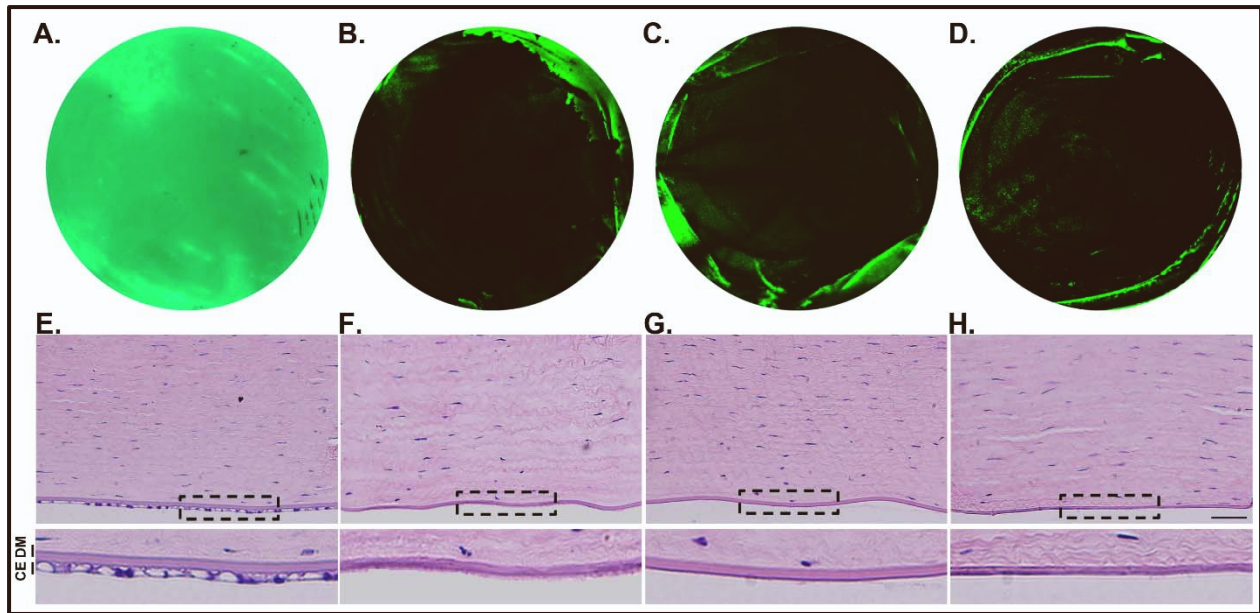

**Supplementary Figure 2. Evaluation of the removal of corneal endothelium (CE) in rabbits by Calcein-AM and hematoxylin and eosin (H&E) staining**

(A) An untreated control rabbit eye illustrating Calcein-AM stained intact CE. (B-D) The absence of staining confirms that the scrapped area is devoid of corneal endothelial cells (CECs) following the mechanical scraping of the CE. (E) H&E stained untreated control rabbit eye with an intact CE adherent to the Descemet's membrane (DM). (F-H) The scrapped area is devoid of CECs with an intact DM following the mechanical scraping of CE. The boxed areas are enlarged and shown in panels below. The images are captured at 20x magnification. Scale bar, 50  $\mu$ m.

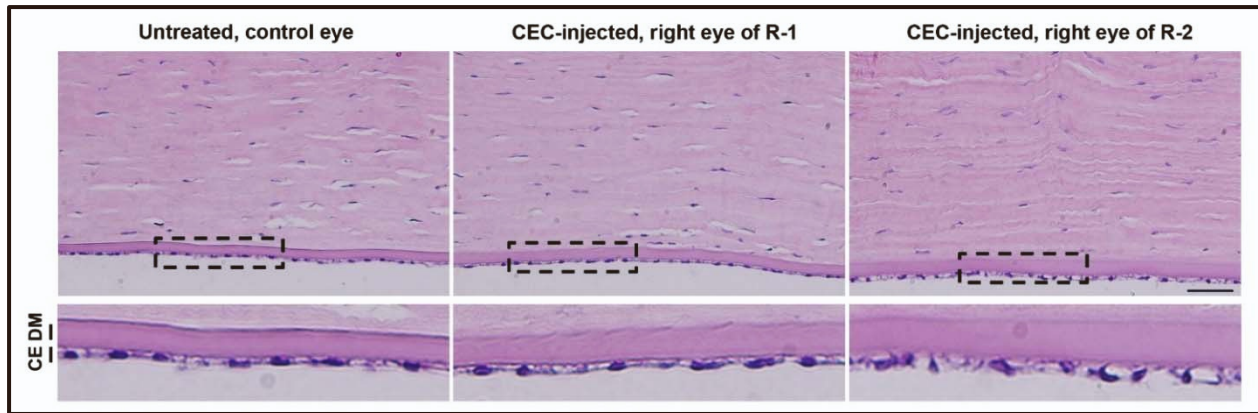

**Supplementary Figure 3. Hematoxylin and eosin (H&E) staining of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC) injected rabbit corneas**

Rabbit corneas of untreated control eye and cryopreserved hESC-derived CEC injected right eyes of R-1 and R-2. The rabbits (R-1, and R-2) represent the injection model where hESC-derived CECs are injected immediately after the removal of the central corneal endothelium. The boxed areas are enlarged and shown in panels below. The images are captured at 20x magnification. Scale bar, 50  $\mu\text{m}$ .

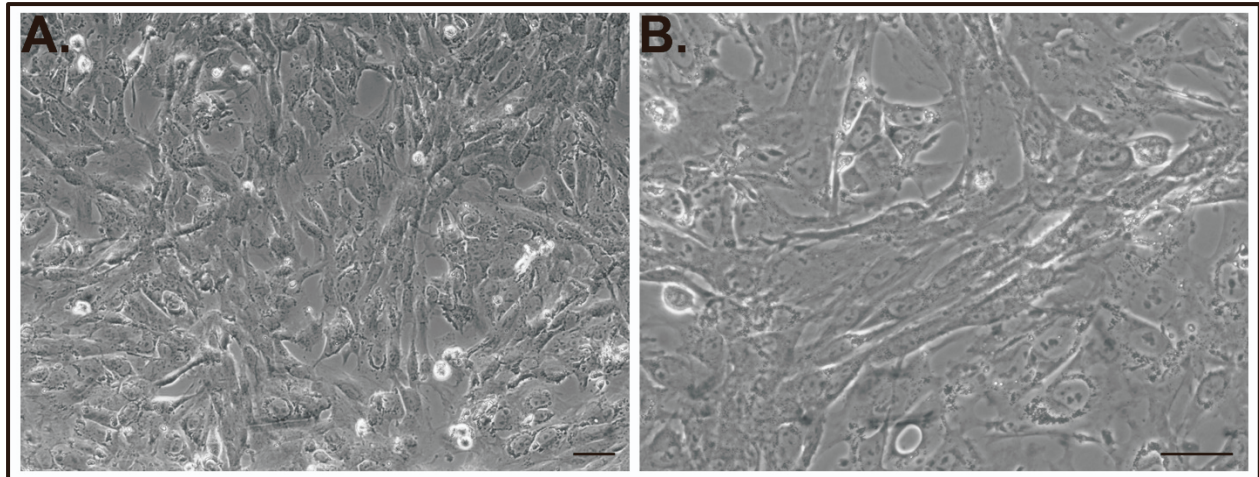

**Supplementary Figure 4. Phase-contrast microscopy of human embryonic stem cell-derived endothelial mesenchymal transformed corneal endothelial cells**

The images of cells at passage 4 are captured at (A) 10x, and (B) 20x magnification. Scale bars, 50  $\mu\text{m}$ .

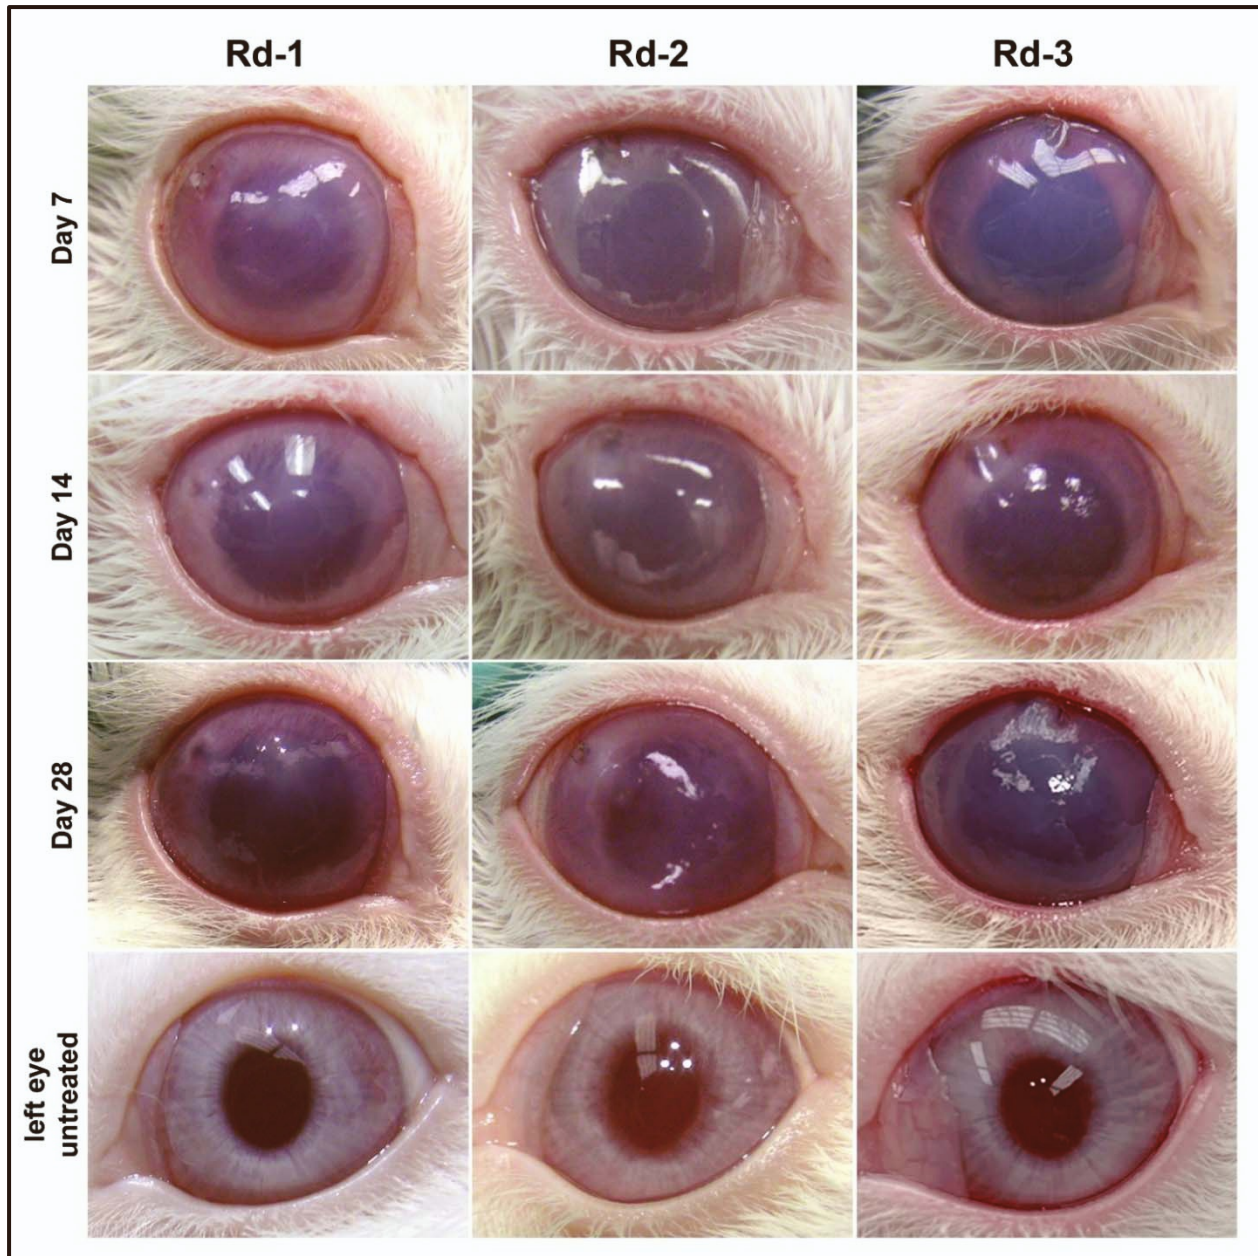

**Supplementary Figure 5. Illustration of lack of corneal transparency after injection of cryopreserved human embryonic stem cell-derived endothelial mesenchymal transformed corneal endothelial cells (hESC-derived EnMT-CECs) in rabbits**

Representative images of the cryopreserved hESC-derived EnMT-CEC injected right eyes on days 7, 14, and 28, and untreated left eyes.

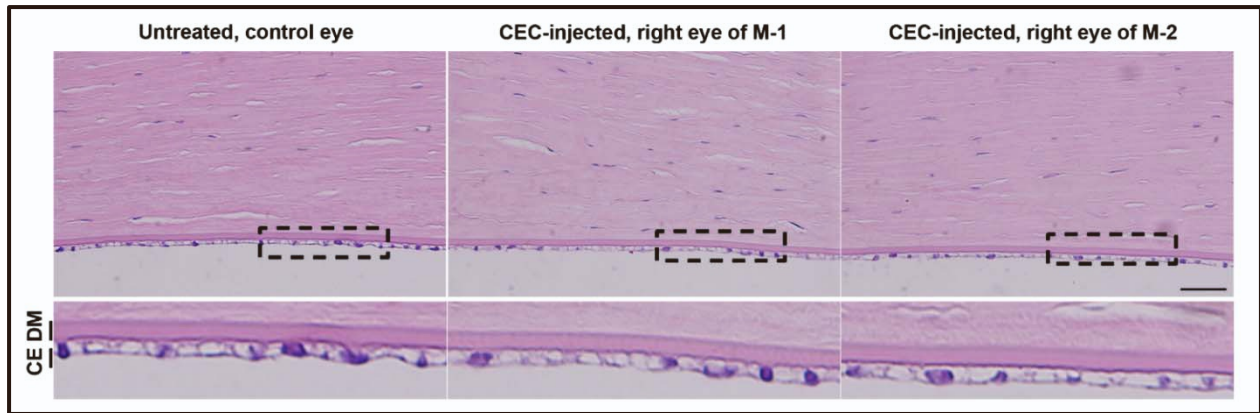

**Supplementary Figure 6. Hematoxylin and eosin (H&E) staining of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC) injected monkey corneas**

Monkey corneas of untreated control eye and cryopreserved hESC-derived CEC injected right eyes of M-1 and M-2. The monkeys (M-1, and M-2) represent the injection model where hESC-derived CECs were injected immediately after the removal of the central corneal endothelium. The boxed areas are enlarged and shown in panels below. The images are captured at 20x magnification. Scale bar, 50  $\mu\text{m}$ .

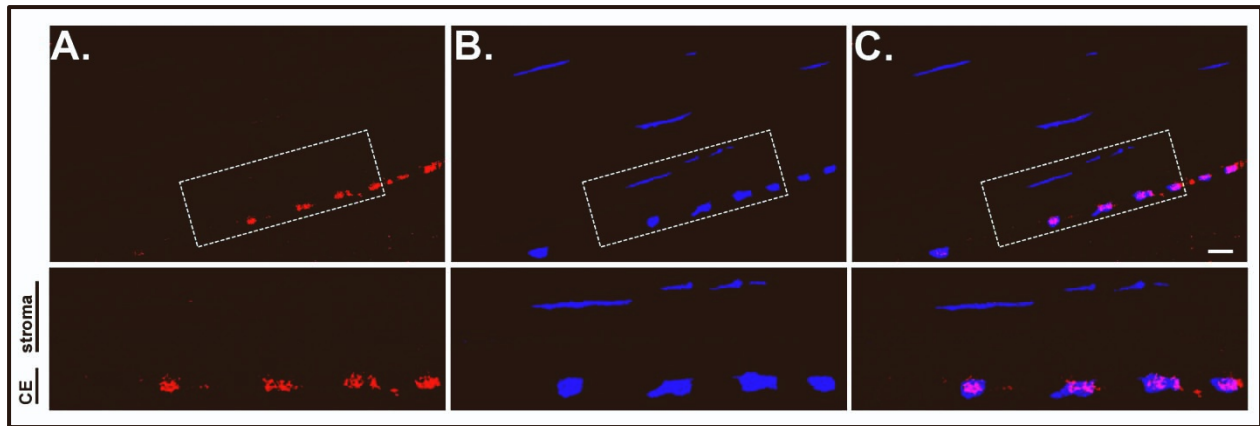

**Supplementary Figure 7. Immunohistochemical analysis of the human antigen in cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC) injected monkey corneas**

The analysis confirms that the regenerated corneal endothelium (CE) of the right eye of the monkey (M-1) consists of cryopreserved hESC-derived CECs. (A) Immunostaining of human-specific nucleoli antibody. (B) Cell nuclei are counterstained with DAPI (4',6-diamidine-2'-phenylindole dihydrochloride). (C) Merge of images shown in a and b. The corneal stroma consists of resident keratocytes, which serve as an internal negative control, and importantly, do not show reactivity with the human-specific antibody. M-1 represents the injection model monkey where hESC-derived CECs were injected immediately after the removal of the central CE. The boxed areas are enlarged and shown in panels below. The images are captured at 40x magnification. Scale bar, 10  $\mu$ m.

**Supplementary Table 1:** The summary of the necropsy examination of rabbits injected with cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs)

| Anatomic diagnosis     | Necropsy examination of injection model rabbits 9 months postinjection |                                        |                                        | Necropsy examination of injury-injection model rabbits 18 months postinjection |                                         |
|------------------------|------------------------------------------------------------------------|----------------------------------------|----------------------------------------|--------------------------------------------------------------------------------|-----------------------------------------|
|                        | R-1                                                                    | R-2                                    | R-3                                    | R-4                                                                            | R-5                                     |
| <b>Adrenal glands</b>  | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Bone marrow</b>     | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Brain</b>           | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Gall bladder</b>    | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Heart</b>           | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Kidneys</b>         | Unremarkable similar in size and shape                                 | Unremarkable similar in size and shape | Unremarkable similar in size and shape | Unremarkable, similar in size and shape                                        | Unremarkable, similar in size and shape |
| <b>Liver</b>           | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Lungs</b>           | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Optic nerves</b>    | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Pituitary</b>       | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Spleen</b>          | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |
| <b>Urinary bladder</b> | Unremarkable                                                           | Unremarkable                           | Unremarkable                           | Unremarkable                                                                   | Unremarkable                            |

**Note:** The three rabbits (R-1, R-2, and R-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium (CE)), and the two rabbits (R-4, and R-5) represent the injury-injection model (hESC-derived CECs injected four days after the removal of the central CE).

**Supplementary Table 2:** The summary of the necropsy examination of monkeys injected with cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs)

| Anatomic diagnosis     | Necropsy examination of injection model monkeys $\geq 12$ months postinjection |                                         |                                         | Necropsy examination of injury-injection model monkeys 21 months postinjection |                                         |
|------------------------|--------------------------------------------------------------------------------|-----------------------------------------|-----------------------------------------|--------------------------------------------------------------------------------|-----------------------------------------|
|                        | M-1                                                                            | M-2                                     | M-3                                     | M-4                                                                            | M-5**                                   |
| <b>Adrenal glands</b>  | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Bone marrow</b>     | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Brain</b>           | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Gall bladder</b>    | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Heart</b>           | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Kidneys</b>         | Unremarkable, similar in size and shape                                        | Unremarkable, similar in size and shape | Unremarkable, similar in size and shape | Unremarkable, similar in size and shape                                        | Unremarkable, similar in size and shape |
| <b>Liver</b>           | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Lungs</b>           | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Optic nerves</b>    | Unremarkable, smooth, and symmetric                                            | Unremarkable, smooth, and symmetric     | Unremarkable, smooth, and symmetric     | Unremarkable, smooth, and symmetric                                            | Unremarkable, smooth, and symmetric     |
| <b>Pituitary</b>       | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Spleen</b>          | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |
| <b>Urinary bladder</b> | Unremarkable                                                                   | Unremarkable                            | Unremarkable                            | Unremarkable                                                                   | Unremarkable                            |

**Note:** The monkeys, M-1, M-2, and M-3 represent the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium (CE)), and the monkeys M-4, and M-5 represent the injury-injection model (hESC-derived CECs injected two days after the removal of the central CE). The injection model monkeys (M1 & M2) were housed for 12 months except for M3 that was housed for 26 months postinjection before euthanization and subsequent necropsy examination. \*\*M-5 exhibited the clinical signs of bloody mucoid diarrhea at the euthanization time point and fecal PCR was positive for *Shigella* and *Campylobacter*. Importantly, other significant findings were not identified. An examination before euthanization confirmed that the clinical characteristics of the M-3, M-4, and M-5 were in line with the results presented in figures 5, and 6 i.e., the cornea of the injected (right) eye is transparent, and the central corneal thickness of the injected (right) eye remained comparable ( $\pm 20 \mu\text{m}$ ) to the untreated (left) eye.

**Supplementary Data 1: A complete list of genes identified in non-cryopreserved human embryonic stem cell-derived corneal endothelial cells**

The gene expression data were normalized by calculating the FPKM (Fragments per kilobase per million mapped reads) for each gene. 

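FPKM divides the number of fragments assigned to a gene by the length of its transcript in kilobases and by the number of fragments mapped in the library, so that long transcripts and deeply sequenced libraries do not have higher values for that reason alone. It remains a relative measure, since a few abundant transcripts that take more of the fragments lower the FPKM of the others. In the non-cryopreserved libraries, 1 FPKM corresponded to 18.4, 16.4 and 19.3 fragments for each kilobase of transcript.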

A cut-off value of  $\geq 1$  FPKM was established as an expression threshold for each gene.

**Supplementary Data 2: A complete list of genes identified in cryopreserved human embryonic stem cell-derived corneal endothelial cells**

The gene expression data were normalized by calculating the FPKM (Fragments per kilobase per million mapped reads) for each gene. A cut-off value of  $\geq 1$  FPKM was established as an expression threshold for each gene.

## Experimental Procedures

### Characterization of H9 human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) by phase-contrast microscopy and quantitative real-time PCR (qRT-PCR)

Phase-contrast microscopy was performed using a Zeiss inverted microscope (Zeiss, Germany), equipped with Q-Capture imaging software (QImaging, Surrey, BC, Canada). Total RNA for qRT-PCR from H9 hESCs, hESC-derived CECs at day 20, and cryopreserved hESC-derived CECs was extracted using TRIzol reagent (Invitrogen; Carlsbad, CA). First-strand cDNA synthesis was completed using the Superscript III kit (Invitrogen) according to the manufacturer's instructions.

The expression of corneal endothelium (CE)-associated markers (*AQP1*, *ATP1A1*, *TJP1*, *COL4A1*, *COL4A3*, *COL8A1*, *COL8A2*, *FOXC1*, and *SLC16A3*) were quantitated using qRT-PCR as described (Ali et al., 2018). The primers were designed using a real-time PCR tool (Integrated DNA Technologies; Coralville, IA) and are available upon request. qRT-PCR was performed on STEP ONE ABI Real-Time PCR System (Applied Biosystems; Foster City, CA). Delta-delta C<sub>T</sub> method was used to determine the relative expression, normalized against *GAPDH* expression (Livak and Schmittgen, 2001).

### Characterization of hESC-derived CECs by immunocytochemistry

The hESC-derived CECs were examined by immunocytochemistry. Briefly, the cells were fixed with 4% paraformaldehyde (PFA) for 15 minutes followed by blocking with 5% bovine serum albumin (MilliporeSigma; Burlington, MA). The cells were first incubated with 1:100 zona occludens-1 (ZO-1; catalog # 13663s; Cell Signaling Technology; Danvers, MA) primary antibody overnight at 4°C. The cells were next treated with 1:100 FITC-conjugated goat anti-rabbit IgG (catalog # AP307F; MilliporeSigma) secondary antibody for 2 hours at room temperature. The nuclei were counterstained with DAPI (4',6-diamidino-2'-phenylindole dihydrochloride; MilliporeSigma). The images of mounted cells were captured using an Olympus

LX81 microscope (Olympus, Tokyo, Japan) equipped with software (Slidebook Software 3i; Denver, CO) and prepared using image-editing software (Adobe Photoshop CS5; Adobe Systems, Inc., San Jose, CA).

### **Next-generation RNA sequencing (RNA-Seq) of hESC-derived CECs**

Next-generation RNA-Seq of hESC-derived CECs at day 20 (non-cryopreserved) and cryopreserved hESC-derived CECs (cryopreserved for 40 days in liquid nitrogen) was performed. Briefly, three biological replicates for each of non-cryopreserved hESC-derived CECs and cryopreserved hESC-derived CECs were used for RNA-Seq library preparation. Total RNA was isolated from each sample using TRIzol reagent (Invitrogen). The extracted RNA was examined using a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific) and RNA 6000 Pico kit on an Agilent 2100 Bioanalyzer (Agilent; Palo Alto, CA). RNA-Seq library preparation, next-generation sequencing, and analysis of the RNA-Seq datasets including reads mapping to reference genome, quantification of gene expression, differential gene expression analysis, and correlations were performed commercially by Novogene Corporation Inc (Sacramento, CA). All raw sequencing data reported in this manuscript have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002).

## References

- Ali, M., Khan, S.Y., Vasanth, S., Ahmed, M.R., Chen, R., Na, C.H., Thomson, J.J., Qiu, C., Gottsch, J.D., and Riazuddin, S.A. (2018). Generation and Proteome Profiling of PBMC-Originated, iPSC-Derived Corneal Endothelial Cells. *Invest Ophthalmol. Vis. Sci.* 59, 2437-2444.
- Edgar, R., Domrachev, M., and Lash, A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30, 207-210.
- Livak, K.J., and Schmittgen, T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* 25, 402-408.
- Mortazavi, A., Williams, B.A., McCue, K., Schaeffer, L., and Wold, B. (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat. Methods* 5, 621-628.

# Supplementary material for: Pluripotent stem cell–derived corneal endothelial cells as an alternative to donor corneal endothelium in keratoplasty
**Source:** Stem Cell Reports. 2021 Aug 5;16(9):2320–35. doi: 10.1016/j.stemcr.2021.07.008
**Supplement:** Document S2. Article plus supplemental information

# Pluripotent stem cell–derived corneal endothelial cells as an alternative to donor corneal endothelium in keratoplasty

Muhammad Ali,<sup>1</sup> Shahid Y. Khan,<sup>1</sup> John D. Gottsch,<sup>1</sup> Eric K. Hutchinson,<sup>2</sup> Aisha Khan,<sup>3</sup> and S. Amer Riazuddin<sup>1,\*</sup>

<https://doi.org/10.1016/j.stemcr.2021.07.008>

## SUMMARY

Here, we evaluate the efficacy of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) to form a functional monolayer of corneal endothelium (CE) in rabbits and monkeys. We injected cryopreserved hESC-derived CECs into the anterior chamber of rabbits and monkeys either immediately after mechanical scraping of the central CE or a few days later when corneal edema developed. All preclinical models developed deturgescence and clear corneas following the injection of cryopreserved hESC-derived CECs and remained comparable to the corneas of the untreated eye. Confocal scanning microscopy confirmed an intact structure of hexagonal/polygonal cells and immunohistochemical analysis illustrated a monolayer expressing barrier and pump function proteins in the regenerated CE. The necropsy examination confirmed no remarkable change in multiple tissues assessed for teratoma formation. In conclusion, our data demonstrate the efficacy of cryopreserved hESC-derived CECs to form a functional CE on the denuded Descemet's membrane.

## INTRODUCTION

The corneal endothelium (CE) is the innermost monolayer of the cornea and is composed of hexagonal/polygonal cells that maintain corneal transparency by mediating hydration through the barrier and pump functions (Bonnanno, 2012). An adult CE is reported to have a corneal endothelial cell (CEC) density of approximately 2,500 cells per square millimeter (cells/mm<sup>2</sup>) and the physiological functioning of the CE may be substantially compromised below a CEC density of 500 cells/mm<sup>2</sup>, which can lead to corneal edema and vision loss (Tan et al., 2012).

Currently, the only treatment modality to restore corneal endothelial dysfunction mediated vision loss is human donor tissue-dependent surgical transplantation, whereas full and partial-thickness keratoplasty techniques have been effective in restoring vision in patients affected with corneal endothelial dystrophies. However, in many areas of the world, transplantable-grade donor CE is limited. A global survey of corneal transplant surgery reported a considerable shortage of corneal transplant tissue, with only one cornea available for every 70 patients in need (Gain et al., 2016).

CEC injection has received recent attention to address the worldwide shortage of transplantable-grade donor CE. A few preclinical studies have been reported in rabbit and monkey models to assess the technical efficacy of CEC-injection therapy (Okumura et al., 2016; Shen et al., 2017). Kinoshita and colleagues have reported the successful treatment of 11 patients suffering from bullous keratopathy and

Fuchs endothelial corneal dystrophy by injecting cultured human CECs in combination with a rho-associated protein kinase (ROCK) inhibitor into the anterior chamber (Kinoshita et al., 2018).

Pluripotent stem cells have the potential to differentiate into several cell types including CECs. A number of investigators have reported the generation of CECs from human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs) (McCabe et al., 2015; Song et al., 2016; Wagoner et al., 2018; Zhao and Afshari, 2016). We previously reported the differentiation of peripheral blood mononuclear cell (PBMC)-originated, iPSCs to CECs that share a similar proteome profile with human CE (Ali et al., 2018a). We further confirmed that hESC- and iPSC-derived CECs have largely equivalent transcriptome profiles (Ali et al., 2018b).

Here, we examine the efficacy of xeno-free cryopreserved hESC-derived CECs as an alternative to donor corneal transplantation in animal models. We demonstrate that cryopreservation does not affect the viability and transcriptome profile of hESC-derived CECs. Cryopreserved hESC-derived CECs form a functional CE when injected into the anterior chamber of both rabbit and monkey corneal endothelial dysfunction models. A complete necropsy examination confirmed no abnormal pathology including teratomas in multiple tissues. To the best of our knowledge, this is the first report examining the efficacy of cryopreserved hESC-derived CECs as an alternative to donor corneal tissue to restore functional corneal integrity and clarity in animal models.

## RESULTS

### Characterization of non-cryopreserved and cryopreserved hESC-derived CECs

We previously reported proteome profiling of PBMC-originated, iPSC-derived CECs, and comparative transcriptome analysis of hESC- and iPSC-derived CECs (Ali et al., 2018a, 2018b). We employed the same 20-day procedure to generate hESC-derived CECs under feeder- and xeno-free conditions. The morphological examination of hESC-derived CECs at day 20 exhibited a hexagonal/polygonal morphology (Figure S1). The examination of hESC-derived CECs for expression of zona-occludens-1 (ZO-1) by immunostaining illustrated expression of ZO-1 at cell boundaries (Figures 1A–1C) and confirmed the tightly packed layer of hESC-derived CECs generated under xeno-free conditions.

To examine the possible effects of cryopreservation on hESC-derived CECs, we examined the expression profile of hESC-derived CEC pelleted cells stored at  $-80^{\circ}\text{C}$  (termed non-cryopreserved hESC-derived CECs) and hESC-derived CECs cryostored in three distinct pools in liquid nitrogen for 40 days (termed cryopreserved hESC-derived CECs). We first performed quantitative real-time PCR (qRT-PCR) for CE-associated markers (*AQP1*, *ATP1A1*, *TJP1*, *COL4A1*, *COL4A3*, *COL8A1*, *COL8A2*, *FOXC1*, and *SLC16A3*) that suggested indistinguishable expression pattern in non-cryopreserved and cryopreserved hESC-derived CECs (Figure 1D).

We next performed a comparative analysis employing next-generation RNA sequencing (RNA-Seq) of the non-cryopreserved and the cryopreserved hESC-derived CECs. These analyses identified the expression ( $\geq 1$  FPKM; fragments per kilobase per million mapped reads) of 14,445 and 14,022 genes in the non-cryopreserved and the cryopreserved hESC-derived CECs, respectively (Data S1 and S2) with a high correlation (Pearson coefficient = 0.975) (Figure 1E). Comparative analysis of the non-cryopreserved and cryopreserved hESC-derived CEC transcriptomes revealed 13,423 (>96%) genes shared in both transcriptomes (Figure 1F), which supports the notion that cryopreservation, at least up to 40 days in liquid nitrogen, does not affect the expression profile of hESC-derived CECs.

### Injection of cryopreserved hESC-derived CECs

To examine the efficacy of cryopreserved hESC-derived CECs to form a functional CE in New Zealand white rabbits (*Oryctolagus cuniculus*) and rhesus monkeys (*Macaca mulatta*), we investigated four different preclinical models. These included (1) injection model in rabbits, (2) injury-injection model in rabbits, (3) injection model in monkeys, and (4) injury-injection model in monkeys. The two models in rabbits were developed by mechanical scraping of CE followed by injection of hESC-derived CECs either

immediately after scraping of the CE (injection model in rabbits) or 4 days later when corneal edema had developed (injury-injection model in rabbits). Similar models in non-human primates were developed by mechanical scraping of CE in monkeys followed by injection of hESC-derived CECs either immediately after scraping of the CE (injection model in monkeys) or 2 days later when corneal edema had developed (injury-injection model in monkeys).

#### Injection model in rabbits

The model was developed by the mechanical scraping of CE from the Descemet's membrane (DM) using a silicon needle (please see [experimental procedures](#) for details). To investigate the extent of damage induced by mechanical scraping and to confirm that the scraped area is devoid of CECs, Calcein-AM staining was performed in control rabbits prior to the injection model. Staining confirmed that the scraped area was devoid of CECs after mechanical scraping of the CE (Figures S2A–S2D). We further examined the removal of CE and damage, if any, to the DM by hematoxylin and eosin (H&E) staining (in controls prior to the injection model in rabbits). The H&E staining confirmed that the scraped area was devoid of CECs with an intact DM following mechanical scraping of CE (Figures S2E–S2H).

Once we confirmed that mechanical scraping with the silicon needle removes CE and does not induce damage to the DM, we injected a total of 750,000 cryopreserved hESC-derived CECs supplemented with 100  $\mu\text{M}$  of ROCK inhibitor in the anterior chamber of the right eye of three rabbits (R-1, R-2, and R-3) after mechanical scraping of the central CE while the left untreated eye served as a control. We monitored both eyes in all three rabbits for corneal thickness and transparency at constant intervals. In the initial days postinjection, the corneal thickness of the injected (right) eye increased 2–3 times compared with the untreated (left) eye accompanied by loss of corneal transparency in the injected eye. However, the edema resolved, and corneas attained transparency 14–21 days postinjection in all three rabbits (Figure 2).

Confocal (confoscan4 scanning; Nidek Technologies, Albagnasego PD, Italy) images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected rabbit corneas (Figure 3A). The CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable ( $\pm 2\%$ ) at the 6- and 9-month postinjection time points (Figure 3B). Pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable ( $\pm 20\ \mu\text{m}$ ) to the untreated (left) eye at the 6- and 9-month postinjection time points (Figure 3C). Intraocular pressure (IOP) of the injected (right) and untreated (left) eyes remained within 9–15 mm Hg in all three rabbits.

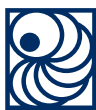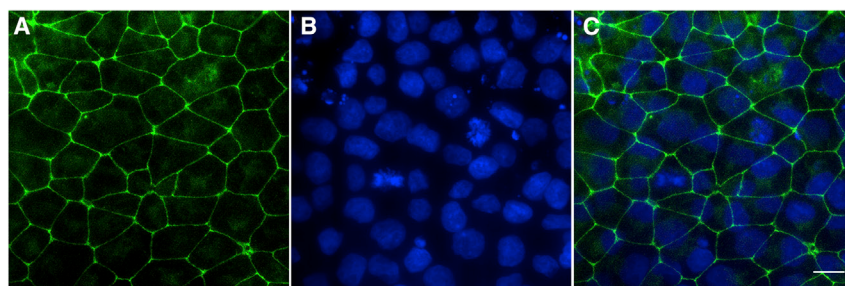

**Figure 1. Characterization of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs)**

(A–C) Immunostaining for zona occludens-1 (ZO-1; a tight-junction protein). Cell nuclei were counterstained with DAPI (4',6-diamidino-2'-phenylindole dihydrochloride). Images were captured at  $\times 60$  magnification. Scale bar, 10  $\mu\text{m}$ .

(D) Quantitative real-time PCR of corneal endothelium (CE)-associated markers (*AQP1*, *ATP1A1*, *TJP1*, *COL4A1*, *COL4A3*, *COL8A1*, *COL8A2*, *FOXC1*, and *SLC16A3*) in cryopreserved and non-cryopreserved hESC-derived CECs.

(E and F) Next-generation RNA sequencing of the non-cryopreserved and the cryopreserved hESC-derived CECs revealed a high correlation (Pearson coefficient = 0.975) among the datasets with 13,423 (>96%) genes shared in both transcriptomes.

Note: Error bars represent standard deviation in each data set examined in four independent replicates.

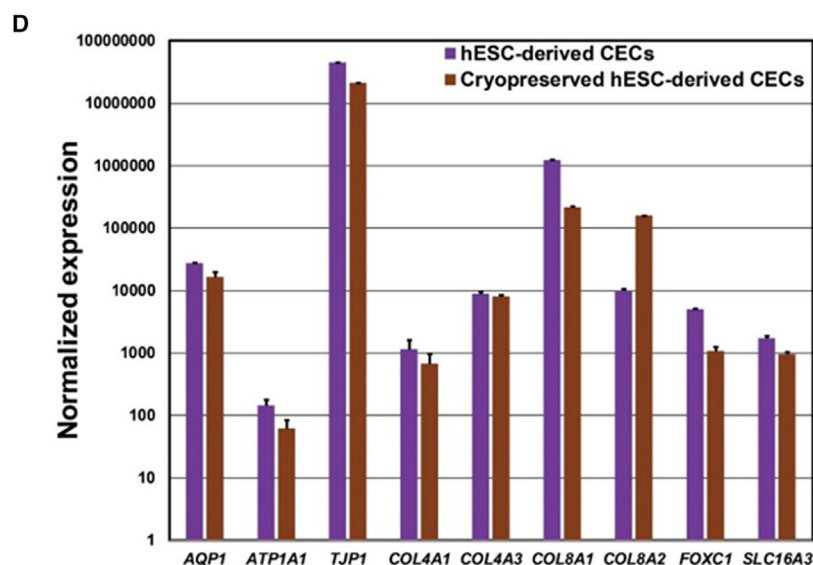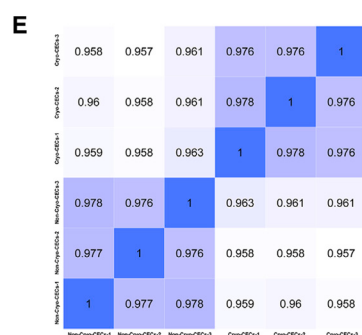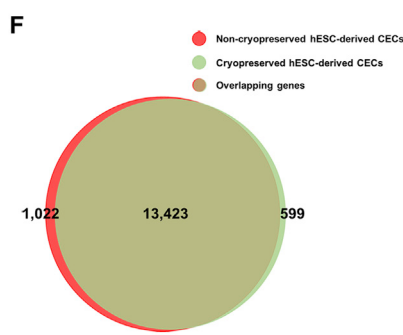

The H&E staining of cryopreserved hESC-derived CEC-injected rabbit corneas revealed an intact monolayer of tightly packed CECs that were adherent to the DM (Figure S3). The immunohistochemical (IHC) analysis of ZO-1, ATPase sodium/potassium subunit alpha1 ( $\text{Na}^+/\text{K}^+$  ATPase  $\alpha 1$ ), and N-cadherin illustrated a monolayer of cells expressing barrier and pump function proteins in the regenerated CE (Figure 4).

It has been documented that rabbit CE has a proliferation ability as opposed to human CE (Van Horn et al., 1977). Although multiple studies have shown intracameral injection of cultured CECs into the anterior chamber

of bullous keratopathy rabbit models result in regeneration of the CE (Peh et al., 2019; Shen et al., 2017), we sought evidence to confirm that a functional CE is only possible with the injection of CECs and not other cell types, including derivatives of CECs. We, therefore, prepared hESC-derived endothelial-mesenchymal transformed CECs (EnMT-CECs) by a procedure described by Yamashita et al. (2018). The morphology of the hESC-derived EnMT-CECs was confirmed by phase-contrast microscopy (Figures S4A and S4B). We cryopreserved the hESC-derived EnMT-CECs similar to the cryopreservation procedure adopted for the hESC-derived CECs and

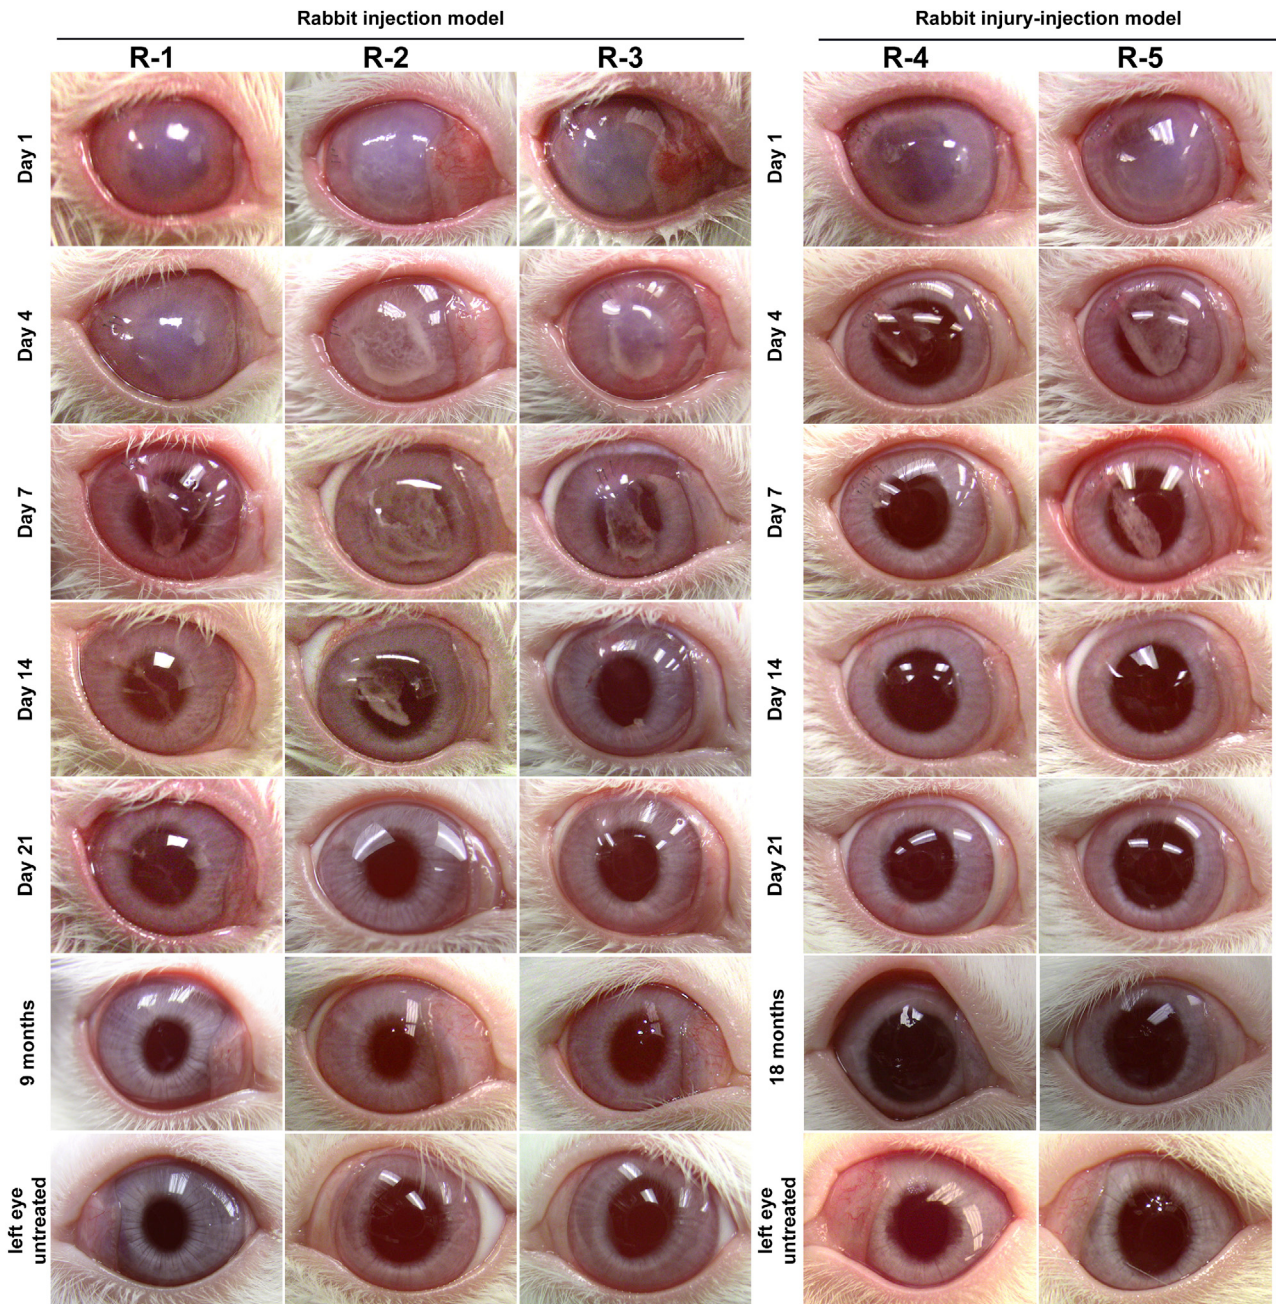

**Figure 2. Illustration of corneal transparency after the injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in rabbits**

Representative images of cryopreserved hESC-derived CEC injected right eye on days 1, 4, 7, 14, and 21, and 9 months (R-1, R-2, and R-3) or 18 months (R-4 and R-5) and untreated left eyes. The three rabbits (R-1, R-2, and R-3) represent the injection model (hESC-derived CECs injected immediately after the removal of central corneal endothelium [CE]), and the two rabbits (R-4 and R-5) represent the injury-injection model (hESC-derived CECs injected 4 days after the removal of the central CE).

injected cryopreserved hESC-derived EnMT-CECs with 100  $\mu$ M ROCK inhibitor in three rabbits (Rd-1, Rd-2, and Rd-3). The injected hESC-derived EnMT-CECs were unable to reverse the induced corneal edema 28 days postinjection

(Figure S5). This is in sharp contrast to the corneas of cryopreserved hESC-derived CEC-injected eyes that attained transparency within three weeks postinjection (Figure 2). It is noteworthy that hESC-derived EnMT-CECs are

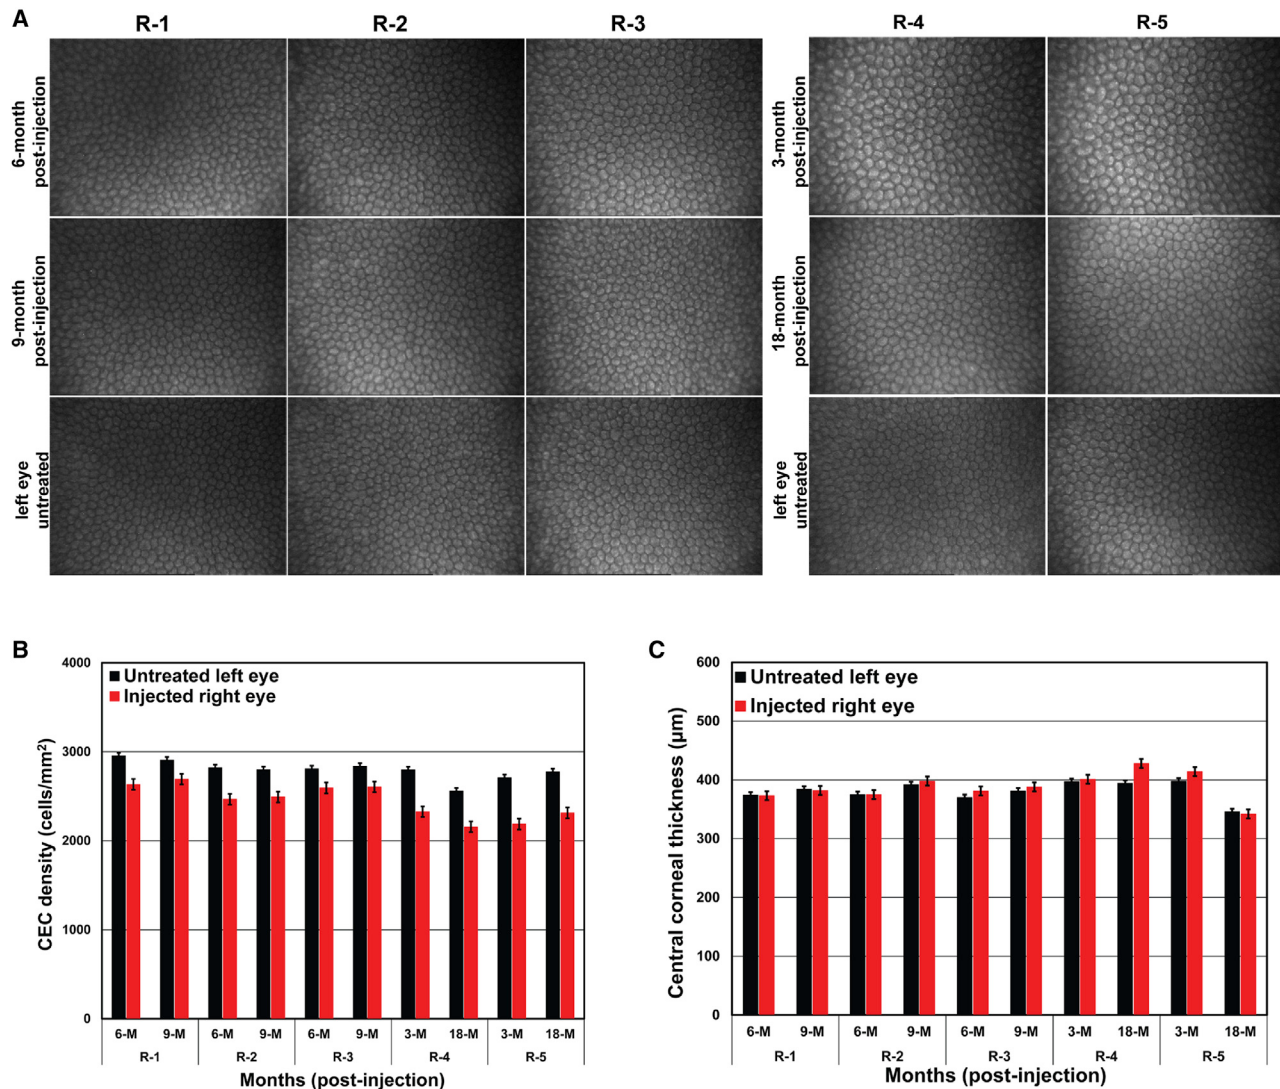

**Figure 3. Evaluation of the regenerated corneal endothelium (CE) after injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in rabbits**

The three rabbits (R-1, R-2, and R-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central CE), and the two rabbits (R-4 and R-5) represent the injury-injection model (hESC-derived CECs injected 4 days after the removal of the central CE).

(A) The CE of hESC-derived CEC-injected right eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection and of R-4 and R-5 at 3 and 18 months postinjection along with untreated left eyes were examined using a confocal scanning microscope.

(B) Illustration of the CEC density (cells/mm<sup>2</sup>) of hESC-derived CEC-injected right eyes and untreated left eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection, and of R-4 and R-5 at 3 and 18 months postinjection.

(C) Demonstration of the central corneal thickness of hESC-derived CEC-injected right eyes and untreated left eyes of R-1, R-2, and R-3 at 6 and 9 months postinjection, and of R-4 and R-5 at 3 and 18 months postinjection.

Note: Error bars represent standard deviation in each data set examined in four independent replicates.

generated from the hESC-derived CECs (please see the methods). Taken together, these data confirm that only hESC-derived CECs and not even derivatives of CECs injected into the anterior chamber can form a functional CE in the rabbit injection models.

#### *Injury-injection model in rabbits*

Next, we determined if the injection of cryopreserved hESC-derived CECs can form a functional monolayer of CE on an edematous cornea. We removed the CE as described above and housed the rabbits for 4 days while

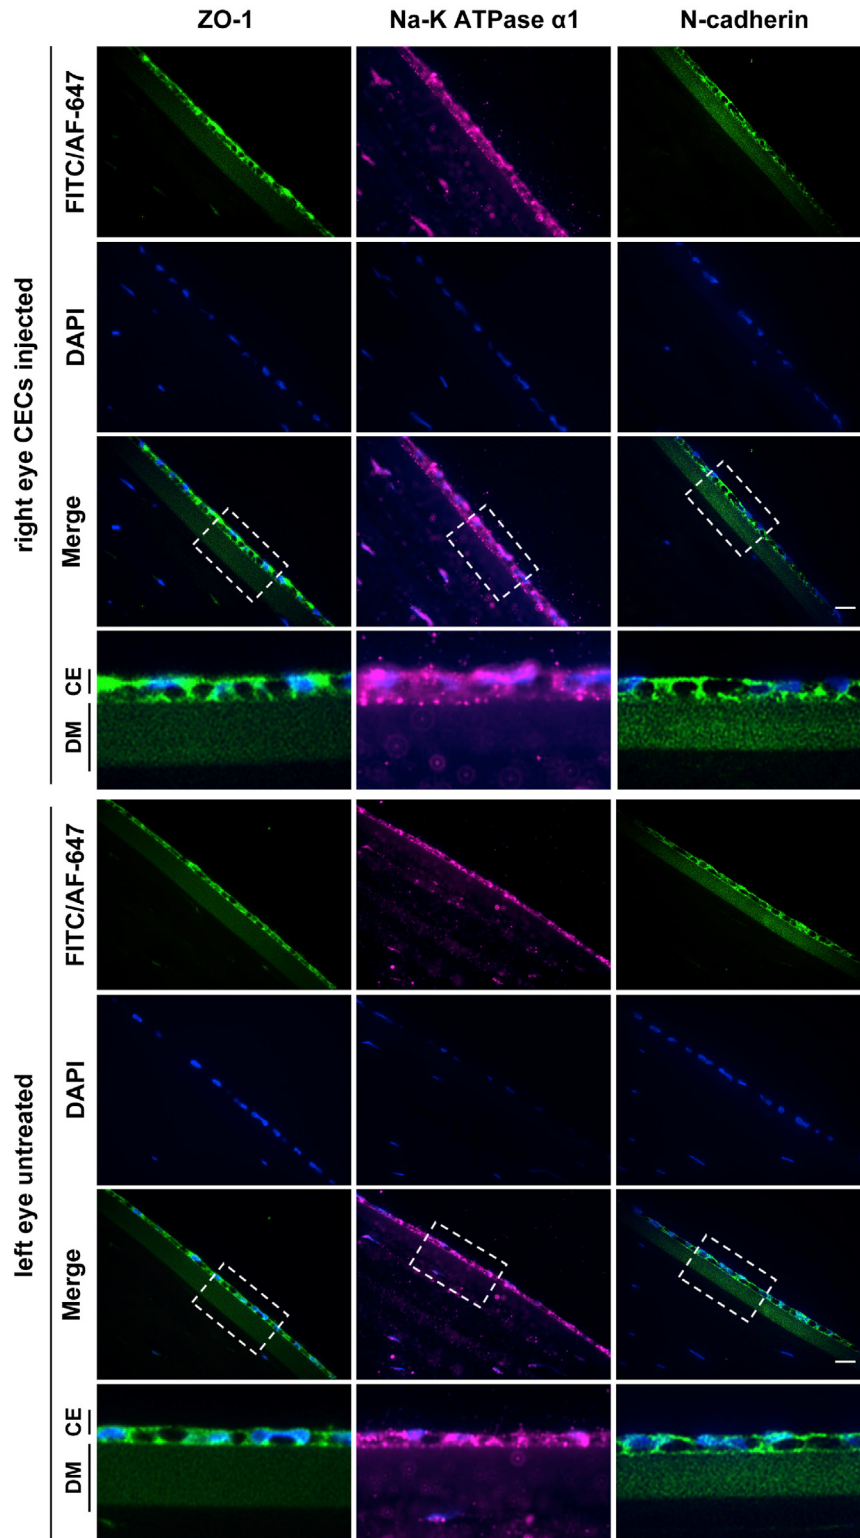

**Figure 4. Immunohistochemical analysis of tight junction, pump function, and structural-integrity related proteins in the regenerated corneal endothelium (CE) in rabbits**

The analysis of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC)-injected right eye and untreated left eye of rabbit, R-2 representing the injection model (hESC-derived CECs injected immediately after the removal of central corneal endothelium) after euthanization 9 months post-injection. Immunostaining of zona-occludens-1 (ZO-1), ATPase sodium/potassium subunit alpha1 ( $\text{Na}^+/\text{K}^+$  ATPase  $\alpha 1$ ), and N-cadherin was performed as described in [experimental procedures](#). Cell nuclei were counterstained with DAPI (4',6-diamidine-2'-phenylindole dihydrochloride). The boxed areas are enlarged and shown in the panels below. Note: The images were captured at  $\times 60$  magnification. Scale bar, 10  $\mu\text{m}$ .

applying ointment (tobramycin and dexamethasone) three times a day to reduce infection and inflammation (according to protocols approved by the Animal Care and Use Committee [ACUC] of Johns Hopkins University School of Medicine). On day 4 post CE removal, we injected 750,000 cryopreserved hESC-derived CECs supplemented with 100  $\mu$ M of ROCK inhibitor in the anterior chamber of the right eye of two rabbits (R-4 and R-5), i.e., injury-injection model in rabbits, and monitored the recovery and formation of injected CEC-derived functional CE. Similar to rabbits in the injection model, the corneal thickness of the injected (right) eye increased 2–3 times compared with the untreated (left) eye accompanied by loss of corneal transparency. However, the edema resolved, and corneas attained transparency 14–21 days postinjection in both rabbits (Figure 2).

Confocal images demonstrate an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected rabbit corneas (Figure 3A). Similar to rabbits in the injection model, the CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable ( $\pm 2\%$ ) at the 3- and 18-month postinjection time points (Figure 3B). Likewise, pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable ( $\pm 20$   $\mu$ m) to the untreated (left) eye at the 3- and 18-month postinjection time points (Figure 3C). IOP of the injected (right) and untreated (left) eyes remained within 9–15 mm Hg in both rabbits.

#### *Injection model in monkeys*

We next examined the efficacy of cryopreserved hESC-derived CECs to form a functional CE in non-human primates. We injected a total of  $1 \times 10^6$  cryopreserved hESC-derived CECs supplemented with 100  $\mu$ M of ROCK inhibitor in the anterior chamber of the right eyes of three monkeys (M-1, M-2, and M-3) after mechanical scraping of the central CE while the untreated (left) eyes served as a control. Similar to the rabbit models, after the injection of the cryopreserved hESC-derived CECs, the corneal thickness of the injected (right) eye increased 2 to 3 times compared with the untreated (left) eye accompanied by loss of corneal transparency in the injected eye (Figure 5). The edema resolved and corneas attained transparency 7–8 days postinjection in all three monkeys (Figure 5).

Confocal images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected monkey corneas (Figure 6A). The CEC density of the injected (right) eye was >80% of the CEC density of the untreated (left) eye and remained stable ( $\pm 2\%$ ) at the 6- and 12-month postinjection time points (Figure 6B). The pachymetry measurements confirmed that the central corneal thickness of the injected eye remained comparable ( $\pm 20$   $\mu$ m) to the untreated (left) eye at the 6- and 12-month

postinjection time points (Figure 6C). IOP of the injected (right) and untreated (left) eyes remained within 9–14 mm Hg in all three monkeys.

The H&E staining of cryopreserved hESC-derived CEC-injected monkey corneas demonstrated an intact monolayer of tightly packed CECs adherent to DM (Figure S6). Moreover, H&E staining showed that the thickness of hESC-derived CEC-injected corneas was similar to corneas in control (left) eyes (Figure S6). The IHC analysis of ZO-1, Na<sup>+</sup>/K<sup>+</sup> ATPase  $\alpha$ 1, and N-cadherin illustrated a monolayer of cells expressing barrier and pump function proteins in the regenerated CE (Figure 7).

#### *Injury-injection model in monkeys*

As above in rabbits, we asked if the injection of cryopreserved hESC-derived CECs can form a functional monolayer of CE on a swollen cornea mimicking corneal edema in monkeys. We removed CE as described above and housed the monkeys with denuded DM for 2 days while applying ointment (tobramycin and dexamethasone) every 24 h to prevent infection and inflammation according to the protocol approved by the ACUC of Johns Hopkins University School of Medicine. On day 2 after the removal of the central CE, we injected  $1 \times 10^6$  cryopreserved hESC-derived CECs supplemented with 100  $\mu$ M of ROCK inhibitor in the anterior chamber of the right eyes of two monkeys (M-4 and M-5), and monitored the recovery and formation of a CEC-derived functional CE. Similar to monkeys in the injection model, the corneal thickness of the injected (right) eye increased 2 to 3 times compared with the untreated (left) eye accompanied by loss of corneal transparency. However, the edema resolved, and corneas attained transparency 7–8 days postinjection in both monkeys (Figure 5).

Confocal images show an intact layer of hexagonal/polygonal cells in the cryopreserved hESC-derived CEC-injected monkey corneas (Figure 6A). The CEC density of the injected (right) eye was >70% of the CEC density of the untreated (left) eye, while the CEC density in the injected eyes of the injury-injection model monkeys is relatively lower compared with the injection model (>70% versus >80%), it remained stable ( $\pm 6\%$  and  $\pm 2\%$  for M-4, and M-5, respectively) at the 3- and 18-month postinjection time points (Figure 6B). The pachymetry measurements confirmed that the central corneal thickness of the injected (right) eye remained comparable ( $\pm 20$   $\mu$ m) to the untreated (left) eye at the 3- and 18-month postinjection time points (Figure 6C). IOP of the injected (right) and untreated (left) eyes remained within 9 to 14 mm Hg in both monkeys.

#### *IHC analysis of human-specific nucleoli*

The data presented in Figure S5 confirm that only hESC-derived CECs and not even derivatives of CECs injected into the anterior chamber can form a functional CE in the

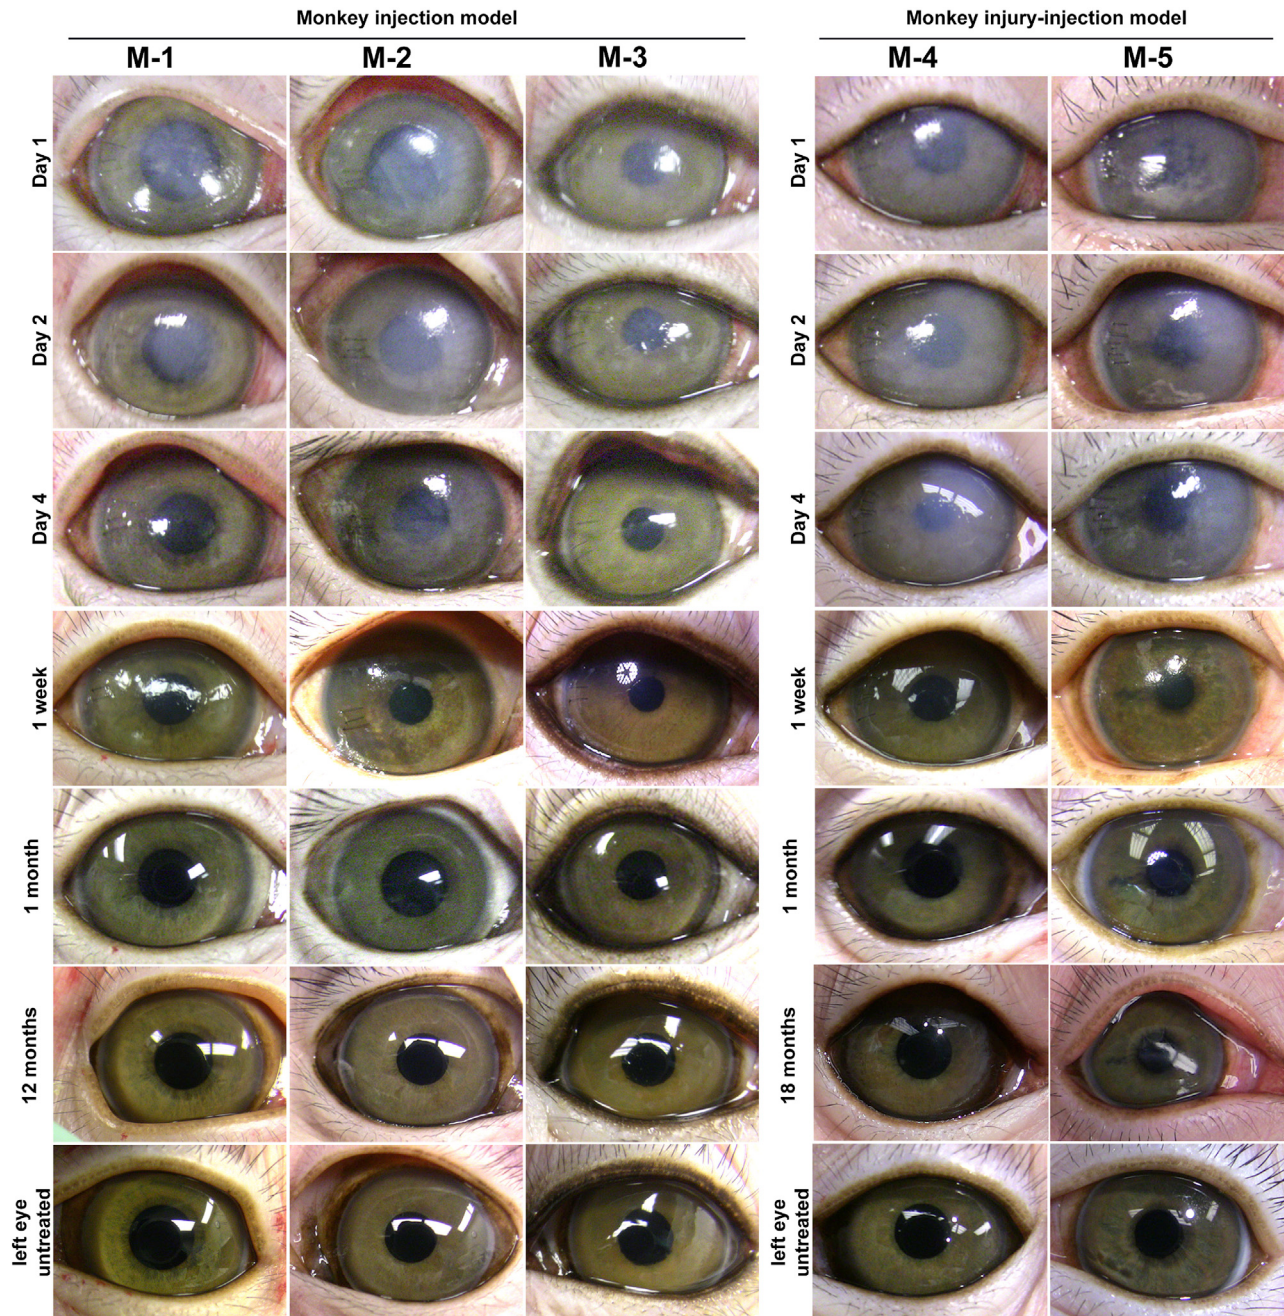

**Figure 5. Illustration of corneal transparency after the injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in monkeys**

Representative images of cryopreserved hESC-derived CEC-injected right eyes on days 1, 2, and 4, and 1 week, 1 month, and 12 months (M-1, M-2, and M-3) or 18 months (M-4 and M-5) postinjection along with untreated left eyes. The three monkeys (M-1, M-2, and M-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium [CE]), and the two monkeys (M-4 and M-5) represent the injury-injection model (hESC-derived CECs injected 2 days after the removal of the central CE).

rabbit injection model. We planned to perform a similar experiment in the monkey injection model; however, since we were not able to devise a strategy to administer ointment on the corneal endothelial injury-induced cornea in mon-

keys multiple times in a 24-h period without sedating the animal, we, therefore, did not perform hESC-derived EnMT-CEC injection in monkeys. To confirm the human origin of regenerated CE in monkeys, we performed

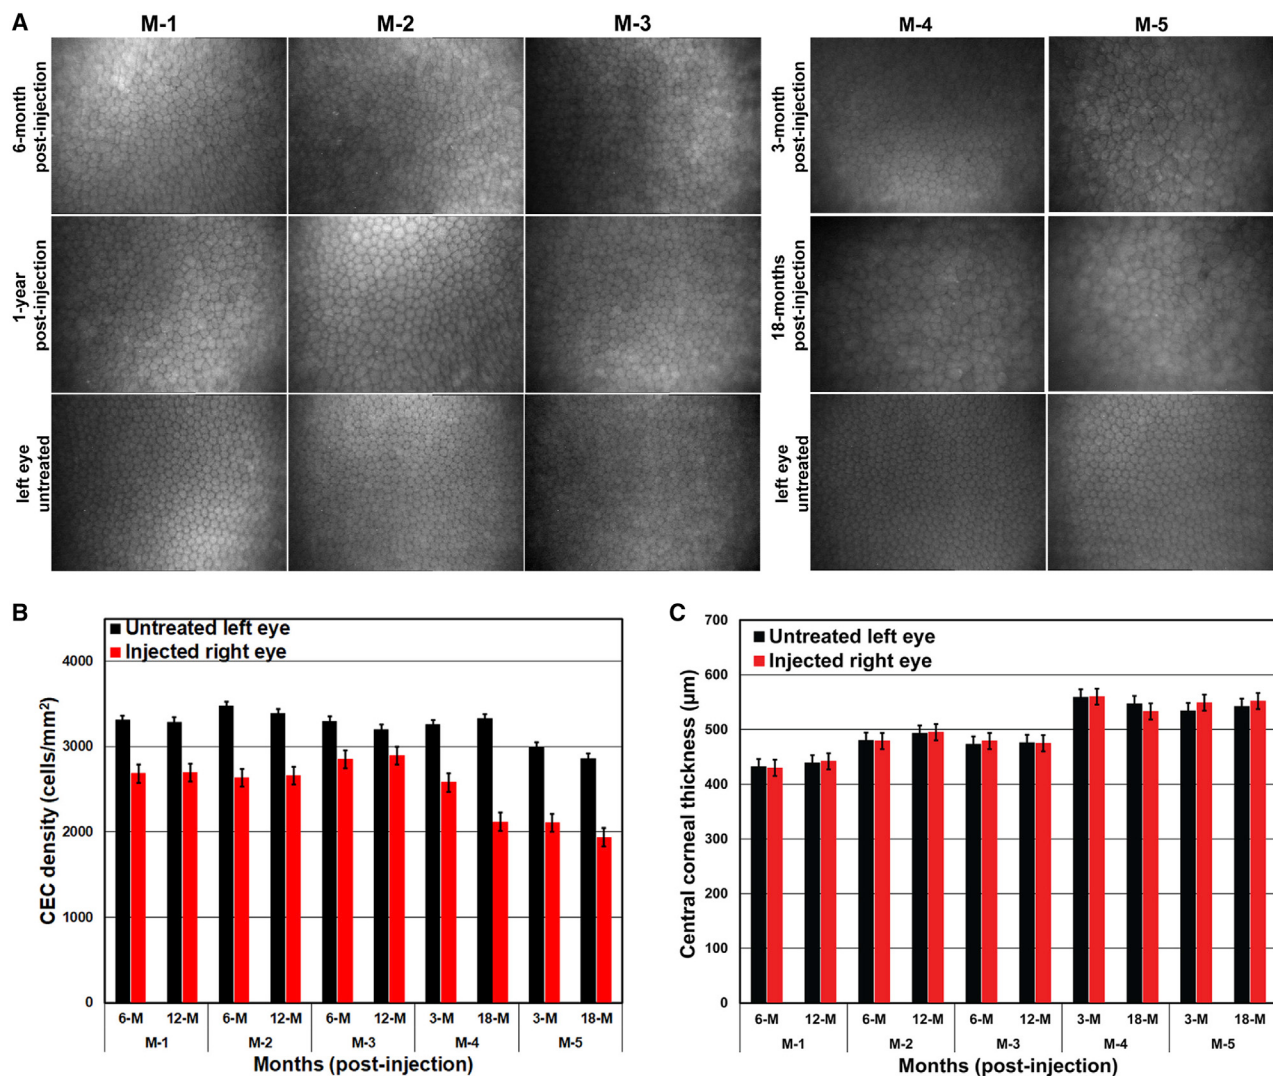

**Figure 6. Evaluation of the regenerated corneal endothelium (CE) after injection of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cells (CECs) in monkeys**

The three monkeys (M-1, M-2, and M-3) represent the injection model (hESC-derived CECs injected immediately after the removal of the central CE), and the two monkeys (M-4 and M-5) represent the injury-injection model (hESC-derived CECs injected 2 days after the removal of the central CE).

(A) The CE of hESC-derived CEC-injected right eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection and of M-4 and M-5 at 3 and 18 months postinjection along with untreated left eyes was examined using a confoscan4 scanning microscope.

(B) Illustration of the CEC density (cells/mm<sup>2</sup>) of hESC-derived CEC-injected right eyes and untreated left eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection, and of M-4 and M-5 at 3 and 18 months postinjection.

(C) Demonstration of the central corneal thickness of hESC-derived CEC-injected right eyes and untreated left eyes of M-1, M-2, and M-3 at 6 and 12 months postinjection, and of M-4 and M-5 at 3 and 18 months postinjection.

Note: Error bars represent standard deviation in each data set examined in four independent replicates.

immunostaining of human-specific nucleoli of formalin-fixed, paraffin-embedded sections of the injected right eye of the monkey injection model.

As shown in Figure S7, the IHC analysis of human-specific nucleoli demonstrates the human origin of CECs in the regenerated CE. It is worth noting that while the CE

is regenerated by the injection of hESC-derived CECs, the corneal stroma consists of resident keratocytes. Importantly, the nuclei of these resident keratocytes (serving as an internal control) do not show immunoreactivity with the human-specific antibody. The IHC analysis confirms that the regenerated CE consists of hESC-derived CECs.

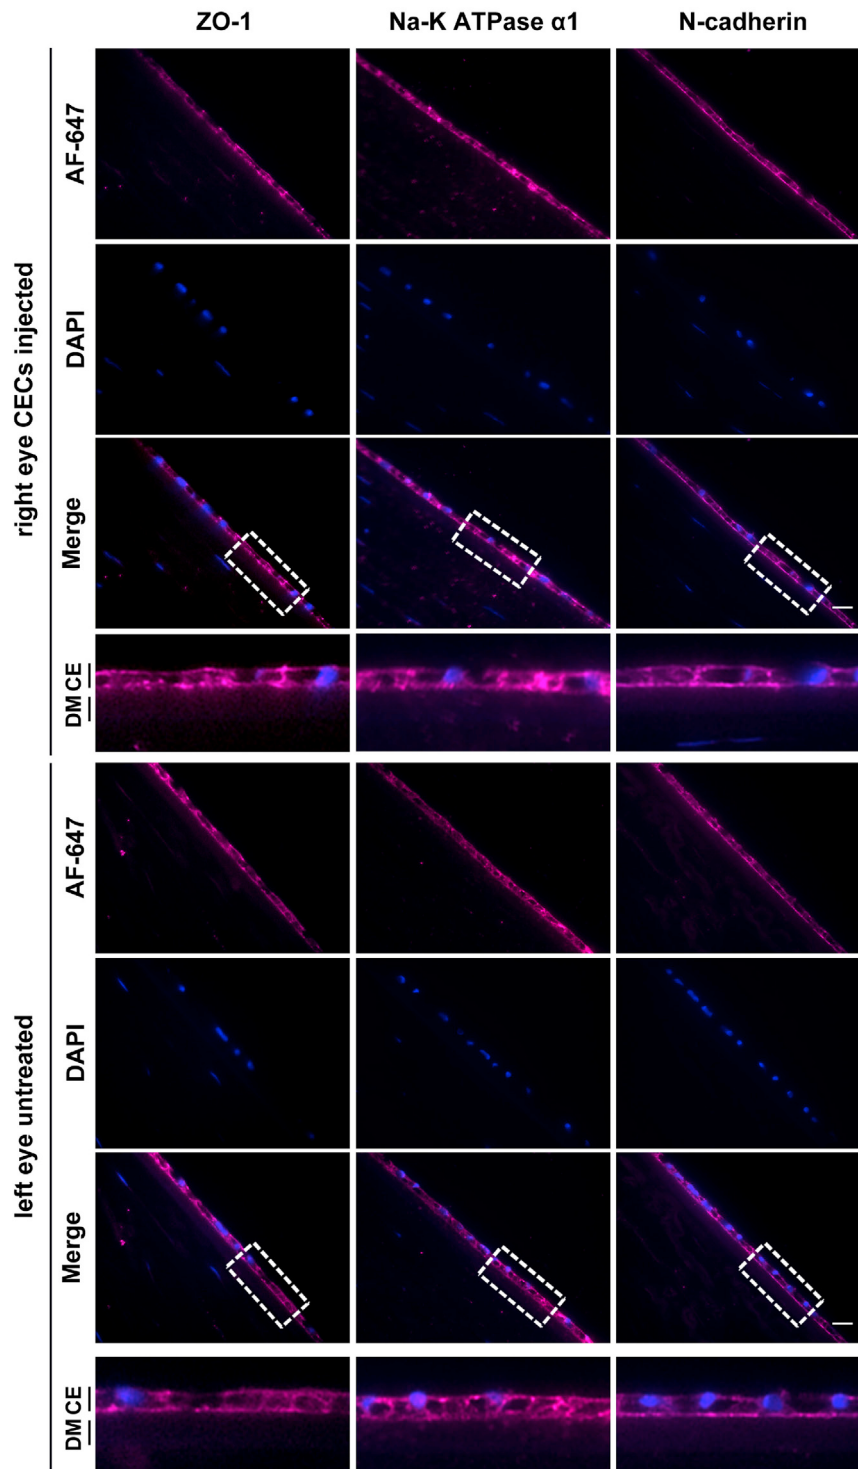

**Figure 7. Immunohistochemical analysis of tight junction, pump function, and structural-integrity related proteins in the regenerated corneal endothelium (CE) in monkeys**

The analysis of cryopreserved human embryonic stem cell (hESC)-derived corneal endothelial cell (CEC)-injected right eye and untreated left eye of monkey, M-2 representing the injection model (hESC-derived CECs injected immediately after the removal of the central corneal endothelium) after euthanization 12 months post-injection. Immunostaining of zona-occludens-1 (ZO-1), ATPase sodium/potassium subunit alpha1 (Na<sup>+</sup>/K<sup>+</sup> ATPase  $\alpha$ 1), and N-cadherin was performed as described in [experimental procedures](#). Cell nuclei were counterstained with DAPI (4',6-diamidine-2'-phenylindole dihydrochloride). The boxed areas are enlarged and shown in the panels below. Note: The images were captured at  $\times 60$  magnification. Scale bar, 10  $\mu$ m.

#### Necropsy of cryopreserved hESC-derived CEC-injected animals

The use of pluripotent stem cells and/or pluripotent stem cell derivatives raises reasonable concerns about teratoma formation. To address these concerns in rabbit models,

we performed a CBC (complete blood count) analysis and a necropsy examination of five rabbits including (R-1, R-2, and R-3) 9 months postinjection (injection model) and two rabbits (R-4 and R-5) 18 months postinjection (injury-injection model). All parameters examined during

CBC analysis were within the normal physiological range. The necropsy examination of multiple tissues, including adrenal glands, gall bladder, brain, heart, kidneys, liver, lungs, optic nerves, pituitary glands, spleen, and urinary bladder, confirmed no abnormal pathology or teratomas observed in any of the five rabbits (Table S1).

To address the teratoma concerns in monkeys, we performed a CBC analysis of all five monkeys, and all parameters examined during analysis were within the normal physiological range. A necropsy examination of M-1, M-2 (12 months postinjection), M-3 (26 months postinjection), M-4, and M-5 (21 months postinjection) was completed examining multiple tissues, including adrenal glands, gall bladder, brain, heart, kidneys, liver, lungs, optic nerves, pituitary glands, spleen, and urinary bladder was completed. The outcome of the examination confirmed no abnormal pathology or teratomas observed in any of the five monkeys (Table S2).

## DISCUSSION

Herein, we evaluate the efficacy of cryopreserved hESC-derived CECs to reconstitute a functional CE in rabbits and monkeys. We confirmed that cryopreservation does not affect the expression profile of hESC-derived CECs through next-generation RNA-Seq analysis. Next, we examined the potential of cryopreserved hESC-derived CECs to form a functional monolayer of CE in four different corneal endothelial dysfunction models in rabbits and monkeys. Our approach included an injection of 750,000 (in rabbits) and  $1 \times 10^6$  (in monkeys) cryopreserved hESC-derived CECs into the anterior chamber either immediately after mechanical scraping of the central CE or a few days later when corneal edema developed. The eyes (both the injected right and the untreated left eye that served as a control) of all animals were monitored postinjection for corneal transparency, corneal thickness, CE cell density, and CE cell shape. IHC analysis was performed on injected and untreated eyes of both rabbits and monkeys, and CBC analysis and a necropsy examination was completed for all preclinical models.

The corneas of the injected eyes attained transparency within three weeks postinjection in all preclinical models (Figures 2 and 5). Confocal scanning microscopy confirmed an intact layer of hexagonal/polygonal cells in the CE formed from the injected cryopreserved hESC-derived CECs (Figures 3 and 6). The CEC count in the injected eye was >80% of the CEC count of the untreated control eye for all preclinical models except for the two injury-injection model monkeys, i.e., M4, and M5 where the CEC count in the injected eye was ~70% of the CEC count of the untreated control eye but remains stable 18 months postinjection (Figures 3 and 6). Pachymetry confirmed comparable ( $\pm 20 \mu\text{m}$ )

How the deposited data were processed for this re-analysis (not part of the article)

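RNA-Seq was performed by the authors on 3 libraries of non-cryopreserved and 3 libraries of cryopreserved hESC-derived CECs, and the samples were grouped by the titles of the deposited samples and by the paper's description. The treatment text of the sample labels describes cryopreservation for all samples alike, while the titles and the paper separate the groups. The authors deposited FPKM values, 1 column per library and a mean per group. They were made by alignment to GRCh38.p11 and quantification with the tools named beside the experiment, and no count table was used here.

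From the FPKM values, fragment counts were recovered by finding, for each gene, the smallest whole length at which the values of all libraries were whole fragments, and for each library the total that fits the steps of its low values. The absolute level of the totals was set with gene lengths from GENCODE v44, with which 4238 of 11072 genes pointed to the same total. Tested on simulated data, this recovered the totals of 6 of 6 libraries and all counts of 98.7% of 4645 simulated genes. The recovered totals lay between 16392078 and 20600556 fragments. A single fragment of a transcript of 2 kilobases corresponded to 0.0272 FPKM at the median depth of the non-cryopreserved group and 0.0273 FPKM at that of the cryopreserved group. Counts cover counting error only, since amplified fragments without molecular identifiers are not independent molecules.

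Expressed genes were counted at a group mean of at least 1 FPKM, as the paper's threshold gives it. Correlations were computed across genes on log2(FPKM + 1). Differences were tested with limma (version 3.58.1, in R 4.3.3), using lmFit and eBayes with a trend on log2 values with a pseudocount of 1, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The test covered 14504 genes with at least 1 FPKM in at least 3 of the 6 libraries, a filter that does not use the groups. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, each adjusted over the 12 lists of the plan, and separately over the 5 testable added lists. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Positions, GC content and current symbols came from GENCODE v44 on GRCh38, and GC content was found for 89.5% of the tested genes.

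The limma test was run on simulated libraries drawn from the real means and totals, with 200 genes changed by known amounts, of which 191 to 197 were among the 14130 to 14136 genes tested. In 3 simulated comparisons it recovered 79.1% to 82.1% of the changed genes and 94.3% to 95.5% of those changed at least 2-fold, with 10 to 17 false calls (5.9% to 10.1% of calls) and 0 calls of the wrong sign.

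The genes named in the text were the genes the paper names as measured, the 5 protein-coding genes with the largest log2 change in each direction among those that passed the test, had non-overlapping groups and reached a mean of 10 FPKM, the 3 protein-coding genes with the highest mean among those expressed in a single group, members of the gene lists, and CRYAB, CRYBB1, LIM2, SFRP2 and MT-CO1, whose values in Data S1 and S2 had been seen. Results for some genes under this rule are not reported here. The 12 lists were the CE-associated markers, mitochondrially encoded protein genes, nuclear respiratory chain genes, lens genes, pluripotency genes, neural crest genes, retinal and neuronal genes, heat shock genes, immediate early genes, p53 target genes, proliferation genes and mesenchymal genes. The added lists were a second list of hESC genes, YAP target genes, SRF target genes, multiciliated cell genes, replication-dependent histone genes and small RNAs without a poly(A) tail.

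The alternatives were other expression thresholds, counts per library, protein-coding genes only, TPM, other pseudocounts and filters, scaling by the median of ratios, removal of mitochondrially encoded genes, a fit without a trend, a block for the replicate number and the omission of each replicate in turn. Added after the data had been examined were counts of distinct symbols, voom on the recovered fragments, removal of GC and length trends and thinning of the libraries to equal depth. The qRT-PCR, immunostaining and animal experiments have no data here and were not analysed. The copies of Data S1 and S2 used here hold only their first entries, so no test used them.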

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

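Gene lists outside the genes that the paper discusses were tested between the groups, and 3 of the lists that rose are described here. The lists of lens and mitochondrially encoded genes were written after higher values of some members in the cryopreserved cells had been seen in Data S1 and S2. The tests of crystallin paralogs, of a uniform rise of lens genes, of a smaller main cell type, of POU5F1 pseudogenes, of the nuclear respiratory chain and of run or batch were chosen only after the results were seen, and the corrections for GC content, length and depth were added after the data had been examined.

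Explanations that apply to all 3 lists stay open. The number of libraries with a stated differentiation run or library batch is 0, so a difference between runs cannot be told apart from cryopreservation, which remains an open and untested biological explanation. Chance cannot be excluded by regrouping either, since 6 libraries allow only 10 splits into groups of 3. The real grouping is 1 of 10 with 6 lists past the camera threshold, and each of the other 9 gave between 3 and 5 lists. The camera values given with each list below are for the preset inter-gene correlation. With an estimated correlation, none of the 3 lists passed camera as reported. Its adjusted p was then 0.0653 for lens genes, 0.0912 for pluripotency genes and 0.279 for mitochondrially encoded protein genes.

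Lens genes had a median log2 change of 1.515, with 20 of the 21 tested members higher (camera adjusted p = 1.69e-20, and 2.61e-27 to 7.38e-17 over the alternatives). FOXE3 was lower, a call that was lost without non-cryopreserved replicate 1 or 3 or any of the cryopreserved replicates, at log2 changes of -0.213 to -0.105 in the alternatives that lost it. The median lay between 1.177 and 1.579 over the alternatives. In the non-cryopreserved libraries, 19 of the 28 lens genes were already at 1 FPKM or more, led by CRYAB at 735 FPKM and LIM2 at 407 FPKM. Fragments shared between crystallin paralogs are argued against as the whole cause, since the 9 tested lens genes other than crystallins had a median log2 change of 1.157. A smaller share of the main cell type would raise the markers of every other type, whereas multiciliated cell genes had a median change of -0.899. That list was written after values of other genes had been seen, and expression of its genes in the main cell type was not excluded. COL4A3, COL4A1 and FOXC1 changed by 0.73, 0.04 and -0.59, but their expression in other cells was not tested. A smaller share of the main cell type therefore stays open. A larger share of lens cells also stays open. The changes of single lens genes had an SD of 1.717 against a median standard error of 0.059, with a median of 2.493 for the 12 tested crystallins and 0.375 for FOXE3, PITX3, PROX1 and MAF. These 4 genes were at 44.1 to 183 FPKM in the non-cryopreserved libraries, and expression in other cells could hide their rise, so more lens cells and higher crystallin expression within the same cells cannot be told apart.

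Pluripotency genes had a median log2 change of 0.938, with 6 of the 9 tested members higher, and 5 without non-cryopreserved replicate 2 or without cryopreserved replicate 1 (camera adjusted p = 5.63e-05, and 4.22e-09 to 0.000252 over the alternatives). The median lay between 0.51 and 1.009. Besides POU5F1, TDGF1 rose from 0.0701 to 2.50 FPKM and DNMT3B from 3.37 to 18.0 FPKM. NANOG had 1, 0 and 1 fragments in the non-cryopreserved libraries and 53, 67 and 40 in the cryopreserved libraries, below the filter of the test. Fragments of POU5F1 pseudogenes are argued against as the whole cause, since the other tested members had a median change of 0.684. The retrogene POU5F1B had 13, 19 and 21 fragments in the non-cryopreserved and 11, 22 and 20 in the cryopreserved libraries. A larger share of undifferentiated hESCs is a candidate explanation. A second list of hESC genes, none of whose values had been seen, had a median change of 0.689 (camera adjusted p = 0.00143, and 2.91e-07 to 0.00921 over the alternatives), led by ESRG, which rose from 0.495 to 14.6 FPKM. In that list SFRP1 fell by 1.03 on the log2 scale. SOX2, LIN28B and DPPA4 did not pass the test in the fit as reported (log2 changes -0.08, -0.032 and 0.055), and SOX2 passed it as lower with the length trend removed. Their levels of 93.3, 21.7 and 14.2 FPKM in the non-cryopreserved libraries could hide a small share of added cells. In pooled cells, added hESCs and higher expression within differentiated cells were not separated.

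Mitochondrially encoded protein genes had a median log2 change of 0.812, with all 13 members higher (camera adjusted p = 3.03e-09, and 1.21e-14 to 1.47e-07 over the alternatives). The median lay between 0.778 and 0.905. Mitochondrially encoded transcripts took 4.13% to 4.8% of the fragments of the non-cryopreserved libraries and 7.48% to 8.2% of those of the cryopreserved libraries. GC content and transcript length are argued against as the whole cause, with a median of 0.886 once the length trend was removed and 0.83 once the GC trend was removed. Less stringent poly(A) selection stays open. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, had a median change of 0.981 over the 9 of 70 listed genes that passed the filter and 0.201 over 56 genes without the filter (camera adjusted p = 1.83e-06 and 1.35e-09). The fragments of the whole list summed to 2577 in the non-cryopreserved and 5896 in the cryopreserved group. Small RNAs without a poly(A) tail had 71 and 87 fragments, too few to decide, with a median of 0.049 over 16 genes without the filter. Histone transcripts could also follow proliferation genes, which rose by a median of 0.31. A coordinated increase of the respiratory chain is another candidate, since nuclear respiratory chain genes had a median change of 0.26 (camera adjusted p = 2.7e-09, and 1.87e-13 to 3.36e-08 over the alternatives), a smaller change that failed fry in some alternatives, with an adjusted p of up to 0.0734.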

How the results depend on the processing

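The alternatives were set before the data were examined, apart from distinct symbols, the squared correlation, voom, thinning and the GC and length corrections, which were added later. No discussed gene that passed limma and no list that passed camera reversed its direction under any alternative. By fry, p53 target genes were lower as reported (adjusted p = 0.0431) and turned higher with median-of-ratios scaling and in both fits with the GC trend removed, without passing there (0.536, 0.675 and 0.215). For the genes named as measured or by rank and for list members discussed, 562 comparisons with an alternative gave the same call, 21 lost the threshold and 10 gained it. For lists, 326 gave the same call, 7 lost the threshold and 6 gained it.

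The count of genes expressed in the non-cryopreserved group only (1010) became 1529 at a threshold of 0.5 FPKM, 406 for protein-coding genes only and 2449 after rescaling to TPM. The count for the cryopreserved group only (595) became 896 at 0.5 FPKM, 379 at 2 FPKM, 977 with 1 FPKM in any library, 199 for protein-coding genes only and 1069 after rescaling to TPM. Fewer genes enter the protein-coding counts, and TPM values are higher than FPKM values by construction. For the thresholds of 0.5 and 2 FPKM and for the count in any library, the cause was not tested. The Pearson correlation between group means (0.9876) was 0.9836 on linear FPKM, 0.9809 with a pseudocount of 0.1, 0.9674 over the genes that passed the filter, 0.9181 as Spearman's rho and 0.9754 as r squared, and the leave-one-out values lay between 0.9863 and 0.987. The cause was not tested, except that the filter leaves fewer genes and a square is lower by construction.

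The number of genes differing at least 2-fold (337) was 712 with a pseudocount of 0.1, which enlarges changes of low genes, 687 after removal of mitochondrially encoded genes and rescaling to equal sums, which raises all values against the pseudocount, and 778 with voom. The cause was not tested for voom. The number of differing genes (6057) lay between 5086 without a filter and 6761 with voom, and in the leave-one-out fits between 4633 and 5785. These fits gave 324 to 361 genes at least 2-fold. Of the 6057 genes, 5295 were also called with median-of-ratios scaling and 5689 after removal of mitochondrially encoded genes, all in the same direction. The share of differing genes that were higher, 40.2% as reported, was 53.2% (3248 higher, 2858 lower) with median-of-ratios scaling and 50.9% (3017 higher, 2906 lower) with the length trend removed, so which direction prevails depends on the scaling.

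Of the 12 lists, 6 passed camera as reported, 11 passed fry and 0 passed camera with an estimated correlation, with 3 at an unadjusted p under 0.05. Lens, pluripotency and proliferation genes passed the last of these in some alternatives (lowest adjusted p 0.0377, 0.0471 and 0.0294). The 6 lists that passed camera also passed fry. The cause was not tested. The neural crest list also passed camera with the length trend removed (median -0.43).

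GAPDH lost the threshold without a filter, without a trend, after removal of mitochondrially encoded genes, and without non-cryopreserved replicate 1 or 2 or any of the cryopreserved replicates (log2 changes 0.103 to 0.152). FOXE3 lost it in 11 alternatives, among them the fits without non-cryopreserved replicate 1 or 3 and without any of the cryopreserved replicates, at log2 changes of -0.213 to -0.105. Without a filter, MT-CO1 (0.797) and SFRP2 (-0.226) lost it as well. SLC16A3 gained it with median-of-ratios scaling (0.15) and with the GC (0.167) or length (0.193) trend removed, COL4A1 with the length trend removed (0.14), and TJP1 after removal of mitochondrially encoded genes (-0.176) and with voom (-0.144). COL4A1 and CDH2, which did not pass the test, changed sign without non-cryopreserved replicate 3 (-0.006 and -0.007), and CDH2 also after removal of mitochondrially encoded genes.

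The replicate numbers do not pair the samples. Deviations of libraries with the same number were correlated at -0.051, 0.034 and -0.004. With a replicate block, 5432 genes differed, 337 of them at least 2-fold, and 5494 with the GC trend removed as well.

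Depth limits the lowest genes. At 16392078 to 20600556 fragments per library, 1 FPKM on a transcript of 1 kilobase is 16.4 to 20.6 fragments, so genes such as NANOG or the small RNAs rest on few fragments.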

Differences from the paper's values

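The paper gives a Pearson coefficient of 0.975 between the transcriptomes, and the value here was 0.9876 between the group means of log2(FPKM + 1) across 56967 genes. None of the alternatives set before the data were examined came within the spread of the replicates of the paper's value. They gave 0.9836 on linear FPKM, 0.9809 with a pseudocount of 0.1, 0.9674 over genes that passed the expression filter, 0.9875 without mitochondrially encoded genes, 0.9879 for protein-coding genes, 0.9181 as Spearman's rho and 0.9863 to 0.987 in the leave-one-out settings. The square of the same r between the group means, a setting chosen after seeing the values, was 0.9754, which is the paper's value to its 3 decimals. The paper's text does not say that its value is a square. For pairs of libraries, the mean r squared was 0.9617 between groups and 0.979 within a group, against values of about 0.96 and about 0.98 in Figure 1E, read by eye.

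The numbers of expressed genes, 14550, 14112 and 13399 in both, were each within 1.5 times the paper's, a wide bound that every alternative also met. When distinct gene symbols were counted in place of entries, a setting chosen after seeing the values, the counts were 14445, 14022 and 13423, with 1022 and 599 genes in a single group. These match the paper's text and the numbers printed in Figure 1F, but the genes themselves were not compared, since the copies of Data S1 and S2 used here are partial.

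The paper puts the shared genes above 96%, the paper's value. Here they were 95.75% of the joined genes expressed in the cryopreserved group and 92.99% of those expressed in the non-cryopreserved group. The counts of 14112 and 14550 also hold entries that were left out of the join. With distinct symbols, the shares were 95.73% and 92.92%.

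The paper states that the expression profile is not affected by cryopreservation. By limma, 6057 of 14504 genes differed, most by less than 2-fold, and 337 differed at least 2-fold on the log2(FPKM + 1) scale. That scale understates the change of genes with low FPKM. The count at least 2-fold was 712 with a pseudocount of 0.1 and 778 with voom. The paper describes the expression of the CE-associated markers, measured by qRT-PCR, as not distinguishable between the groups. In the RNA-Seq data, COL8A1 and FOXC1 were lower and COL4A3 was higher in the cryopreserved group, TJP1, SLC16A3, AQP1 and COL4A1 did not pass the test, and COL8A2 was below the filter. As a list, the markers did not pass camera (median log2 change -0.048, adjusted p = 0.727, and 0.582 to 0.95 over the alternatives), with a median that changed sign between alternatives (-0.093 to 0.061), while they passed fry (adjusted p = 0.0004, and up to 0.0271 over the alternatives).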

Other observations

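The tests of lists of SRF, YAP, multiciliated cell and histone genes were written after the values of other genes had been seen, with members whose values were known left out, and the GC, length and depth corrections were added after the data had been examined.

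The number of differing genes was weighed against technical explanations. With the libraries scaled by the median of ratios, 6106 genes differed, with the GC trend of each library removed 6063, with the length trend removed 5923, and with the recovered fragments thinned to equal depth 5907. These values argue against composition, GC content, length or depth as the whole cause of the 6057 calls. Run or batch stays open, since the labels name 0 libraries with one. Chance cannot be excluded by regrouping, since the real grouping is 1 of 10 splits both for the differing genes and for the 337 genes at least 2-fold. The other 9 splits gave 0 genes each by limma, with 169 to 343 genes at an unadjusted p under 0.05, against 7257 for the real grouping.

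CTGF, chosen after its values were seen, fell from 1153 ± 14.5 to 561 ± 15.7 FPKM (SD, n = 3 each), and ACTA2 from 66.0 ± 1.11 to 40.3 ± 3.30 FPKM. Lower expression of targets of SRF and YAP, regulators that respond to actin tension, is a candidate explanation. Among other SRF targets, 13 of 14 were lower and the median log2 change was -0.474 (camera adjusted p = 6.2e-07, and 7.77e-12 to 2.45e-06 over the alternatives), with VCL falling from 116.9 to 48.8 FPKM. Among other YAP targets, 15 of 21 were lower and 2 higher, with a median of -0.364 (camera adjusted p = 2.01e-05, and 2.34e-07 to 6.57e-05 over the alternatives). Both also passed fry (3.72e-06 and 3.7e-05). With an estimated correlation, camera gave 0.0173 for SRF targets, and 0.00709 to 0.135 over the alternatives, where both fits with a replicate block failed. It gave 0.0368 for YAP targets, and 0.025 to 0.158 over the alternatives, a call that was lost with median-of-ratios scaling (0.0529), with the GC (0.0541) or length (0.0561) trend removed, after removal of mitochondrially encoded genes (0.0838), with a replicate block (0.105) and without non-cryopreserved replicate 1 or 2 or cryopreserved replicate 1 or 2. Detachment, freezing and thawing of the cells were not separated from storage.

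CCNO and CDC20B lie close together on chromosome 5. CDC20B, chosen after its values were seen, fell from 9.81 ± 0.392 to 1.34 ± 0.622 FPKM. Fewer multiciliated cells is a candidate explanation. Of 12 other tested multiciliated cell genes, 10 were lower and 0 higher, with a median log2 change of -0.899 (camera adjusted p = 2.51e-05, and 3.56e-10 to 8.54e-05 over the alternatives). With an estimated correlation, camera gave 0.0593, and 0.0294 to 0.135 over the alternatives. The most abundant, FOXJ1, fell from 10.7 to 3.47 FPKM and PIFO from 6.10 to 2.11 FPKM. In the non-cryopreserved libraries, 13 of the 16 listed genes were at 1 FPKM or more, so cells of this kind and a low expression in the main cell type were not separated.

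The remaining lists are given as values. By camera, proliferation genes were higher (median log2 change 0.31, adjusted p = 9.98e-10, and 2.95e-16 to 8.34e-09 over the alternatives), with 20 of 22 higher. Immediate early genes were lower (median -0.435, adjusted p = 0.000301, and 3.68e-07 to 0.000951), with 7 of 9 lower, ATF3 furthest at -1.591. Neural crest genes (median -0.421, adjusted p = 0.146), retinal and neuronal genes (0.031, 0.694), heat shock genes (0.068, 0.694), p53 target genes (-0.12, 0.261) and mesenchymal genes (-0.096, 0.802) did not pass camera, with adjusted p of 0.0399 to 0.286, 0.387 to 0.822, 0.464 to 0.822, 0.0514 to 0.609 and 0.63 to 0.95 over the alternatives. Of these 5, the heat shock list also failed fry (0.51). Single members moved in lists that did not pass, such as TP53I3, which rose by 1.264 on the log2 scale, and S100A4, which rose by 1.122. With an estimated correlation, camera gave 0.0382 for the second hESC list and 0.0173 for the histone list, and 0.00992 to 0.135 and 0.00709 to 0.135 over the alternatives. Both lists failed it with a replicate block, and the second hESC list also with median-of-ratios scaling, with the GC or length trend removed and in each leave-one-out fit except the one without cryopreserved replicate 3.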
